# Blood-generating heart-forming organoids recapitulate co-development of the human haematopoietic system and the embryonic heart

**DOI:** 10.1038/s41556-024-01526-4

**Published:** 2024-10-08

**Authors:** Miriana Dardano, Felix Kleemiß, Maike Kosanke, Dorina Lang, Liam Wilson, Annika Franke, Jana Teske, Akshatha Shivaraj, Jeanne de la Roche, Martin Fischer, Lucas Lange, Axel Schambach, Lika Drakhlis, Robert Zweigerdt

**Keywords:** Haematopoiesis, Embryogenesis, Pluripotent stem cells

## Abstract

Despite the biomedical importance of haematopoietic stem cells and haematopoietic progenitor cells, their in vitro stabilization in a developmental context has not been achieved due to limited knowledge of signals and markers specifying the multiple haematopoietic waves as well as ethically restricted access to the human embryo. Thus, an in vitro approach resembling aspects of haematopoietic development in the context of neighbouring tissues is of interest. Our established human pluripotent stem cell-derived heart-forming organoids (HFOs) recapitulate aspects of heart, vasculature and foregut co-development. Modulating HFO differentiation, we here report the generation of blood-generating HFOs. While maintaining a functional ventricular-like heart anlagen, blood-generating HFOs comprise a mesenchyme-embedded haemogenic endothelial layer encompassing multiple haematopoietic derivatives and haematopoietic progenitor cells with erythro-myeloid and lymphoid potential, reflecting aspects of primitive and definitive haematopoiesis. The model enables the morphologically structured co-development of cardiac, endothelial and multipotent haematopoietic tissues equivalent to the intra-embryonic haematopoietic region in vivo, promoting research on haematopoiesis in vitro.

## Abstract (web summary)

Dardano et al. generate human pluripotent stem cell-derived cardiac organoids capable of undergoing endothelial-to-haematopoietic transition and producing haematopoietic cells.

## Main

Human pluripotent stem cells (hPSCs), including embryonic and induced (hESCs and hiPSCs, respectively) lines, can generate a broad range of organoids, that is, three-dimensional self-organized structures resembling tissue- and stage-specific aspects of embryogenesis in vitro^1,2^. Modelling tissue-integrated haematopoiesis in vitro is still limited yet fundamental for regenerative and developmental studies. Haematopoiesis is the process through which blood cells are generated; it occurs in three waves during human development^3–6^ derived from competent haemogenic endothelium (HE) via endothelial-to-haematopoietic transition^7,8^. The first two waves are haematopoietic stem cell (HSC)-independent and have mainly extra-embryonic origin at the level of the yolk sac. The first wave, termed ‘primitive haematopoiesis’, retains a limited erythro-myeloid potential and disappears during the fourth week of human development^9^. The second wave, termed ‘definitive transient haematopoiesis’, originates from erythro-myeloid and lympho-myeloid-primed progenitors that migrate from the yolk sac and intra-embryonic regions to the fetal liver to generate erythroid, myeloid and lymphoid derivatives^3,6,8,10,11^; some of these progenies will form long-lasting microglia and tissue-resident macrophages^12,13^, whereas most of the other derivatives will cease simultaneous to the nascent definitive HSC-dependent haematopoiesis. The latter, from which HSCs are generated, has an intra-embryonic origin that is the HE in the lumen of the dorsal aorta at the level of the aorta–gonad–mesonephros (AGM) region between four and six weeks of gestation^4,14,15^. Despite the biomedical importance of the haematopoietic system, its niche-like in vitro formation and stabilization in a proper developmental context remains elusive. Besides the inaccessibility of human embryos, underlying reasons include the complex and poorly understood mechanisms controlling haematopoietic development^8,11,16^. Addressing these challenges, definitive HE and haematopoietic progenitor cells (HPCs) have been successfully derived from hPSCs by the exogenous expression of transcription factors driving haematopoiesis^16,17^ or by the directed mesoderm priming of hPSC aggregates via WNT pathway activation and supplementation of growth factors such as bone morphogenetic protein 4 (BMP4), vascular endothelial growth factor (VEGF), basic fibroblast growth factor (bFGF) and stem cell factor (SCF)^18–24^. This promotes the therapeutically required production of haematopoietic derivatives^18,25^ without fully reflecting the multiple aspects of haematopoietic development. At present, only a few in vitro models present haematopoiesis together with relevant embryonic tissues, which is further limited to primitive haematopoiesis only^26,27^.

In a self-organized hPSC model termed heart-forming organoid (HFO), we recently showed the structured co-development of early heart, foregut and vascular anlagen^28,29^. We here report an advanced model named blood-generating (BG)-HFO. This model robustly resembles the co-development of heart anlagen (cardiomyocytes (CM) and septum transversum/pro-epicardial cells), arterial and venous endothelium, HE, HPCs and mature haematopoietic derivatives, reflecting different haematopoietic waves. The spatial cell/tissue location resembles the anatomy found in the embryo proper. Moreover, functional assays show the erythro-myeloid and lymphoid multipotency of BG-HFO-derived haemato-endothelial cells. The BG-HFO is thus a valuable model to study mechanisms of cardiac and haemato-endothelial development as well as specific properties of HPCs.

## Results

### BG-HFOs show functional myocardium and expanded endothelium

HFOs are generated by differentiating Matrigel-embedded hPSC aggregates via CHIR99021- (CHIR) and IWP2-mediated biphasic WNT pathway modulation^30,31^. The protocol induces an inner core of anterior foregut endoderm (AFE) and endothelial cells (ECs), an endocardial layer that separates the inner core from a myocardial layer (consisting of CMs), which is enclosed by an outer layer composed of CMs, septum transversum-like cells and posterior foregut endoderm (PFE); the whole structure is surrounded by mesenchymal cells (MES). Heart-forming organoids acquire a specific spatial multi-tissue organization, resembling anatomical aspects of cardiac and foregut development of the native embryo^28^.

To form BG-HFOs, the HFO protocol (schematic in Fig. 1a) was modified by supplementing growth factors and cytokines as previously established for hPSC differentiation to HPCs^19,21,32^. Specifically, pre-mesodermal priming by BMP4 on ‘day minus two’ (d−2) was followed by the addition of bFGF on d0, VEGF on d1 and a defined combination of additional factors from d3 onwards for haemato-endothelial differentiation in a stage-, factor- and dose-dependent manner (BOOST.1–4; Fig. 1a).

**Fig. 1:**
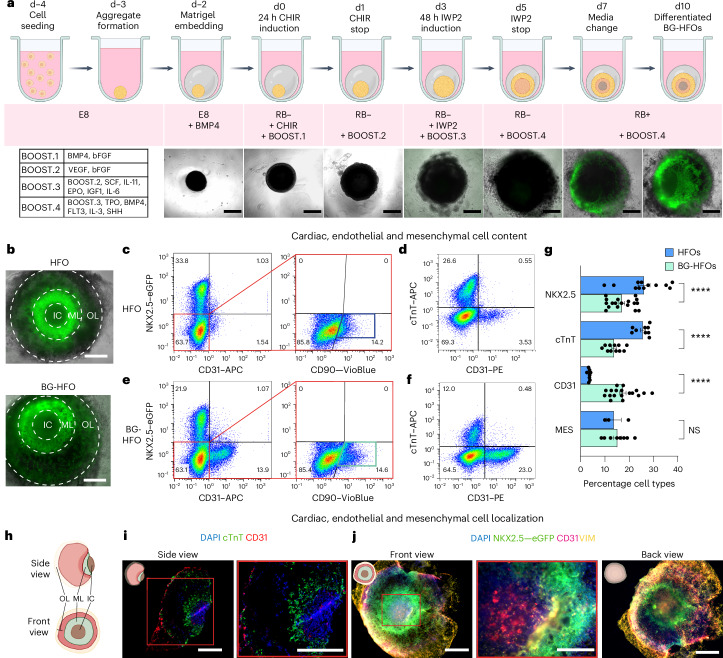
BG-HFOs display cardiac, endothelial and mesenchymal composition. **a**, Top: Protocol schematic for BG-HFO formation. Bottom left: Following Matrigel embedding, hPSC aggregates are differentiated using CHIR and IWP2 as well as specific time- and dose-dependent supplementation of haemato-endothelial-driving growth factors defined as BOOST.1–4. Bottom right: Overlay of light and fluorescence microscopy images depicting the time-dependent development of hES3 NKX2.5–eGFP-derived BG-HFOs from d−2 (embedding in Matrigel) until d10. **b**, Front view (see schematic in **h**) of a canonical hES3 NKX2.5–eGFP-derived HFO (top) and a BG-HFO (bottom), both forming three layers, that is, inner core, myocardial layer and outer layer. **c**,**e**, Representative flow cytometry plots of four or five homogenized HFOs (**c**) and BG-GFOs (**e**) to identify mesenchymal cells via the *NXK2.5–eGFP* transgene and staining for the endothelial cell marker CD31 as well as the fibroblast marker CD90. **d**,**f**, Representative flow cytometry plots of four or five homogenized HFOs (**d**) and BG-HFOs (**f**) gated on CD31 and the cardiac marker cTnT. **c**–**f**, The percentage of cells in the different quadrants is indicated. **g**, Proportions of cells expressing the markers NKX2.5–eGFP, cTnT and CD31 as well as mesenchymal cell content (NKX2.5–eGFP^−^CD31^−^CD90^+^ cells). Independent groups of four or five pooled HFOs (NKX2.5–eGFP, *n* = 12; cTnT, *n* = 9; CD31, *n* = 9; MES, *n* = 3) or BG-HFOs (NKX2.5–eGFP, *n* = 18; cTnT, *n* = 11; CD31, *n* = 19; MES, *n* = 8) from 14 independent experiments; data are presented as the mean ± s.e.m. One-way analysis of variance (ANOVA) with Bonferroni’s multiple comparison test; ****P < 0.0001; NS, not significant (*P* > 0.9999). **h**, Schematic showing the structure of a BG-HFO. **i**, Cryosections of a BG-HFO stained for cTnT and CD31 as well as with the nuclear marker 4,6-diamidino-2-phenylindole (DAPI). **j**, Whole-mount images of a BG-HFO immunofluorescently stained with DAPI, anti-VIM and anti-CD31. **i**,**j**, The pictograms (top left of images) depict the orientation of the organoids in the images. Right: Magnified views of the regions in the red boxes are shown. **a**,**b**,**i**,**j**, Scale bars, 500 µm. IC, inner core; ML, myocardial layer; and OL, outer layer.

The NKX2.5–eGFP hESC reporter line enables visualization of the typical HFO pattern (NKX2.5–eGFP^−^ inner core, NKX2.5–eGFP^+^ myocardial layer and partially NKX2.5–eGFP^+^ outer layer) from d7 onwards (Fig. 1a(bottom),b). Notably, BG-HFOs display a NKX2.5–eGFP pattern equivalent to HFOs in the front view on d10–14 (endpoint analysis; Fig. 1b,h). BG-HFO formation was highly robust between experiments as well as different Matrigel lots and was reproduced with an independent hPSC line (hiPSC HSC_ADCF_SeV-iPS220, ref. ^33^; Extended Data Fig. 1a–c).

Flow cytometry quantification of CMs (NKX2.5–eGFP^+^cardiac troponin-T (cTnT)^+^), ECs (CD31^+^) and MES (NKX2.5–eGFP^−^CD31^−^CD90^+^) revealed substantial differences in the composition of BG-HFOs versus HFOs (Fig. 1c–g and Extended Data Fig. 1d). The relative proportion of CMs was significantly reduced in BG-HFOs, whereas the EC content was about sixfold increased, representing almost 20% of cells in BG-HFOs; the MES content remained similar between the models (Fig. 1c–g). Equivalent results were obtained with HSC_ADCF_SeV-iPS220-derived BG-HFOs (Extended Data Fig. 1e,f). Alternative matrices (Cultrex and Extragel) resulted in failed BG-HFO formation, underpinning a Matrigel dependence (Extended Data Fig. 1g).

Calcium imaging and fluorescence microscopy revealed distinct contraction patterns in BG-HFOs, that is, synchronous myocardial layer contraction (Supplementary Videos 1 and 2), circular beating (Supplementary Videos 3 and 4) and wave-like propagation (Supplementary Videos 5 and 6) equivalent to HFOs^28^. In addition, beats per minute analysis showed similar values between the two models (Extended Data Fig. 2a).

Equivalent to HFOs, patch clamping of BG-HFO-derived NKX2.5–eGFP^+^ CMs revealed some atypical action potential patterns and a minor population of atrial-like cells (6%); the majority (75%) of cells were classified as immature ventricular-like (Extended Data Fig. 2b–e) due to the low upstroke velocity (Extended Data Fig. 2f–i), consistent with previous work^28,30,34^. The maximal diastolic potential to resting membrane potential ratio, action potential duration at 50% of repolarization action potential amplitudes and upstroke velocities of ventricular-like cells were comparable between this organoid model and our previous study on HFOs (Extended Data Fig. 2f–i), suggesting similar CM phenotypes.

Investigation of the proposed three-dimensional structure of BG-HFOs (Fig. 1h) in more detail by immunofluorescence analysis revealed that the inner core is enveloped by a cTnT^+^ myocardial layer and CD31^+^ ECs are present in the inner core (Fig. 1i), similar to HFOs^28^. Notably, although the outer layer of HFOs is mainly composed of CMs and PFE^28^, the outer layer of BG-HFOs contains mainly CMs and ECs but no PFE (Fig. 1i). Whole-mount immunofluorescence staining of BG-HFOs confirmed the presence of ECs in the inner core and the outer layer (Fig. 1j and Extended Data Fig. 3a). Similar to HFOs, vimentin-expressing (VIM^+^) MES were found in the outermost BG-HFO layer but only in the latter model were MES also found in the inner core (Fig. 1j and Extended Data Fig. 3b). No AFE was detected in BG-HFOs. Remarkably, in the outer layer of BG-HFOs, ECs form a dense branching endothelial network (Extended Data Fig. 3c).

Together, the HFO-typical AFE is replaced by ECs and MES in BG-HFOs. Moreover, whereas the outer layer of HFOs consists of PFE and CMs^28^, the endoderm is replaced by mesodermal derivatives, particularly ECs, in BG-HFOs (Extended Data Fig. 3a,d).

### BG-HFOs present endothelial subtypes and haematopoietic cells

Endothelium can be subdivided into vascular and HE^35^; vascular endothelium specifies into a venous (VE) or arterial (AE) subtype lining veins or arteries, respectively^4,8,36^, whereas HE is a heterogeneous population generating haematopoietic cells of the different waves^37–39^.

All ECs are characterized by the expression of CD31 and CD34, whereas CD73 is expressed at high levels preferentially, but not exclusively, in VE^36^. Flow cytometry revealed CD73^+^CD31^+^CD34^+^ cells in BG-HFOs, representing mostly VE (approximately 8% of all cells), and CD73^−^CD31^+^CD34^+^ cells, a heterogeneous population of putative AE and HE (approximately 4%; Fig. 2a)^36,37^. Only VE-like endothelium was observed in HFOs (Fig. 2b). Moreover, BG-HFOs showed significantly more CD144^+^ and CD34^+^ ECs (Fig. 2c–f), consistent with elevated CD31 expression (Fig. 1g). Immunofluorescence staining for CD144 and cTnT corroborated the localization of ECs in the inner core and outer layer of BG-HFOs, and CD144^+^ cells co-expressed CD31, as expected (Extended Data Fig. 4a,b).

**Fig. 2:**
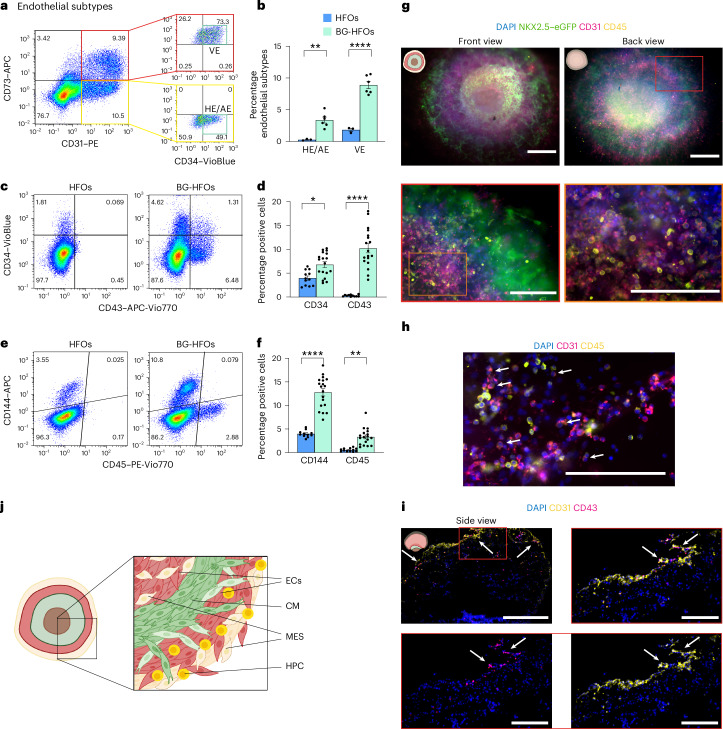
BG-HFOs display the presence of HE, VE, AE and HPCs. **a**, Representative flow cytometry plots of four or five homogenized BG-HFOs to identify the different endothelial subtypes, that is, AE/HE (CD73^−^CD31^+^CD34^+^) and VE (CD73^+^CD31^+^CD34^+^) endothelium. **b**, Proportion of AE/HE and VE in HFOs and BG-HFOs, determined using flow cytometry analysis. Independent groups of four or five pooled HFOs (AE/HE and VE, *n* = 3) and BG-HFOs (AE/HE and VE, *n* = 6) from four independent experiments were analysed; AE/HE, *P* = 0.0028. **c**,**e**, Representative flow cytometry plots of four or five homogenized HFOs and BG-HFOs to identify CD34^+^ endothelial and CD43^+^ haematopoietic cells (**c**) as well as CD144^+^ endothelial and CD45^+^ haematopoietic cells (**e**). **a**,**c**,**e**, The percentage of cells in the different quadrants is indicated. **d**,**f**, Proportion of CD34^+^ and CD43^+^ (**d**), and CD144^+^ and CD45^+^ (**f**) cells in HFOs and BG-HFOs determined from **c** and **e**, respectively. Independent groups of four or five pooled HFOs (CD34, CD43, CD144 and CD45, *n* = 12) and BG-HFOs (CD34 and CD43, *n* = 18; CD144 and CD45, *n* = 19) from 14 independent experiments were analysed. **d**, CD34, *P* = 0.0166. **f**, CD45, *P* = 0.0021. **g**, Outer layer of endothelial and haematopoietic cells. Front and back views of an hES3 NKX2.5–eGFP-derived BG-HFO following whole-mount immunofluorescence staining with DAPI, anti-CD31 and anti-CD45. Higher magnification images of the smaller red and orange boxes are outlined in the respective colours. **h**, Magnified view of the outer layer of the BG-HFO in **g** showing HPCs. **i**, Cryosection of a BG-HFO stained with DAPI, anti-CD31 and anti-CD43. Merged (top right) and separate channel (bottom) images of the region in the red box at higher magnification are provided. **h**,**i**, The arrows point to cells co-expressing CD31 and CD45, representing HPCs. **j**, Schematic of the cell composition of a BG-HFO. **b**,**d**,**f**, Data are presented as the mean ± s.e.m. One-way ANOVA with Bonferroni’s multiple comparison test; *P ≤ 0.05; **P ≤ 0.01; ****P ≤ 0.0001. **g**,**i**, The pictograms (top left in images) depict the orientation of the organoids in the images. **g**–**i**, Scale bars, 500 µm (main images in **g**,**i**) and 200 µm (**h** and magnified views in **g**,**i**).

In contrast to HFOs, BG-HFOs contain approximately 10% CD43^+^ (Fig. 2c,d) and 4% CD45^+^ cells (Fig. 2e,f), typical markers of HPCs and mature haematopoietic derivatives.

Using immunofluorescence staining, round CD45^+^ haematopoietic cells and CD45^+^CD31^+^ HPCs were localized in direct proximity to CD31^+^ or CD144^+^ endothelium in the outer layer (Fig. 2g,h and Extended Data Fig. 4c); cryosections and whole-mount immunofluorescence staining further corroborated the presence of round CD43^+^ haematopoietic cells and CD43^+^CD31^+^ HPCs mainly in the outer layer of BG-HFOs (Fig. 2i and Extended Data Fig. 4d).

Notably, monocytes and macrophages (CD14^+^)—some of which showed typical cytoplasmic extroflections of myeloid cells—were detected in the outer layer and the surrounding Matrigel (Extended Data Fig. 4e). Cells positive for the myeloid/lymphoid marker CD4 were also identified in d14 and d24 BG-HFOs using flow cytometry (Extended Data Fig. 4f).

The importance of supplemented factors (BMP4 and bFGF) at the early stages of differentiation (d−2 and d0) and the impact of some factors in the BOOST.3 and BOOST.4 mixture was investigated. Specifically, we tested the following: VEGF addition only (Cond.1), depletion of BMP4 and bFGF on d−2 and d0 (Cond.2) and removal of specific factors (Cond.3) based on published haematopoietic protocols^18,19,21,23,24,40,41^ (Extended Data Fig. 5a). Despite minor changes in the CM and EC content between Cond.1, Cond.2 and Cond.3 compared with BG-HFOs, the haematopoietic cell content (CD43^+^ and CD45^+^) was significantly lower in all modified conditions (Extended Data Fig. 5b).

To better localize the HE in BG-HFOs, we performed immunofluorescence staining of the transcription factor aldehyde dehydrogenase 1 family member A1 (ALDH1A1)—expressed in HE and emerging HSCs in the embryonic AGM region^24,42^—and found ALDH1A1 and CD31 co-expression indicative of HE predominantly in the outer layer (Extended Data Fig. 6a,b). Immunofluorescence staining of runt-related transcription factor 1 (RUNX1)—another established transcription factor in HE and HSC/HPC development—revealed clusters of positive cells in the outer layer (Extended Data Fig. 6c); on consecutive cryosections the RUNX1^+^ cluster co-expressed CD31, further corroborating the localization of HE in the outer layer (Extended Data Fig. 6d). Neither ALDH1A1^+^CD31^+^ nor RUNX1^+^CD31^+^ cells were detected in the inner core of BG-HFOs; only cells single-positive for CD31 representing other EC types, presumably VE, were detected.

Together, in contrast to HFOs, BG-HFOs include different subtypes of endothelium—that is, AE and HE (AE/HE), and VE—as well as HPCs. Whereas the CD31^+^ and CD144^+^ ECs pervade the whole organoid, the presence of ALDH1A1^+^CD31^+^ and RUNX1^+^CD31^+^ HE as well as CD45^+^ and CD43^+^ cells is exclusive to the outer layer and thus in a morphologically distinct area of BG-HFOs (Fig. 2j).

### Confirmation of various tissues in BG-HFOs via scRNA-seq

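Cells of 2 BG-HFOs on day 14 of differentiation were sequenced on a droplet platform in which each cell's transcripts carry its barcode and each captured molecule carries a unique molecular identifier (UMI). The organoids, named 32.7 and 33.10 in the labels, were grown independently from human pluripotent stem cells and each gave 1 library. The authors aligned the reads and counted UMIs per gene and barcode with Cell Ranger on the human genome GRCh38, with intronic reads included, and the counts used here are the deposited ones of each library, whole numbers without normalization. Organoid 32.7 had 16866 barcodes with 191152562 UMIs in all, a median of 7842 UMIs and 3115 genes per barcode. Organoid 33.10 had 19948 barcodes with 233818881 UMIs, a median of 8284.5 UMIs and 3215 genes. The study's filter (50 to 11000 genes and under 30% mitochondrial counts) left 16792 and 19893 cells, whereas the paper gives 10000 cells for each sample. The study also equalized the depth of the libraries and removed free RNA with SoupX, and neither step is included in these counts. Doublets, droplets that hold 2 cells, were kept, since the paper's text names no step that removes them, and their removal was an alternative. Clustering followed the settings the study gives, with log normalization, regression of the counts and mitochondrial percentage, 3000 variable genes, 13 principal components, a shared-neighbour graph and the Leiden algorithm at resolution 0.8, and the graph had 20 neighbours, a number the study does not state. The study genes measured in each cluster (67 genes) were left out of the variable genes, of which 2948 were used, so that the clusters were formed without them. Clusters were named by lists of other marker genes fixed before the data were examined, by a scoring rule written after 1 exploratory clustering that requires at least 3 raised markers, so cell classes here are rebuilt from markers and need not hold the same cells as the study's. Cells are not replicates. The organoid was the unit (n = 2), values are given as mean ± SD of both organoids, and intervals for shares are exact 95% binomial intervals, which cover counting error only. Levels are CPM, the UMIs of a gene relative to all UMIs summed over a class. Fold changes between classes came from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment on these sums, all 12 classes in 1 fit with TMM normalization, and the p-values describe the spread between organoids because the classes were formed from the same cells. Gene positions are those of the GENCODE release used here for GRCh38, matched by Ensembl identifier, and are gene spans on the same assembly as the authors' older annotation.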

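Each of the 26 clusters held cells of both organoids. The most uneven was the cluster later named posterior foregut endoderm, with 453 cells of organoid 32.7 and 34 of organoid 33.10. The largest cluster, named megakaryocyte, made up 4.01% of the cells of organoid 32.7 and 13.0% of those of organoid 33.10, and the largest arterial endothelial cluster 7.63% and 8.18%. When each organoid was clustered alone with the same settings, organoid 33.10 gave 19 clusters and organoid 32.7 gave 23.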

Single-cell RNA sequencing (scRNA-seq) of two BG-HFOs showed equally positioned cell populations demonstrating robustness of tissue formation in individual organoids (Fig. 3a). 

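Of the 26 clusters obtained with the study's settings, 21 met the marker rule and fell into 12 classes. The other 5 clusters, 18.6% ± 0.764 of the cells (SD, n = 2 organoids), stayed unnamed. Among them, 3 carried raised markers of several unrelated classes, and the other two had medians of 1655 and 2078 UMIs per cell with no marker of their nearest class, endothelial and megakaryocyte, among their 10 leading genes. At Leiden resolution 0.4 the number of clusters was 17, the only alternative that moved it by more than 1.5 times.

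**Figure D1:**
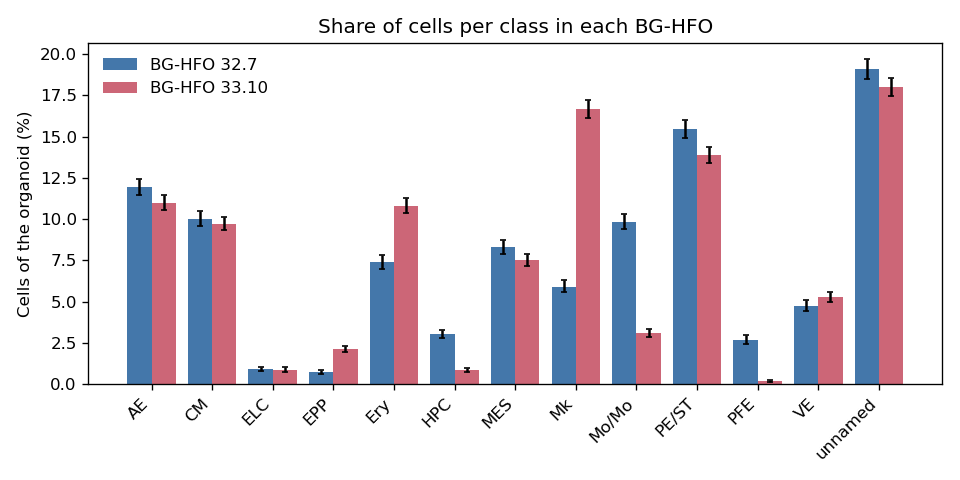
Share of cells per class in each of the 2 day-14 BG-HFOs (vertical axis, percent of the cells passing the filter), with exact 95% binomial intervals as error bars. The intervals of the 2 organoids overlap for AE, VE, CM and ELC. Bars lie slightly apart for PE/ST and MES and further apart for Mk, Ery, Mo/Mø, HPC, EPP and PFE.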

Merging of sample data and clustering using Seurat functions and the Leiden algorithm revealed nineteen clusters, some of which were unified based on gene expression similarities to form thirteen major clusters (Fig. 3b). Each cluster was classified based on the expression of marker genes, confirming lineages suggested by immunofluorescence staining and flow cytometry.

**Fig. 3:**
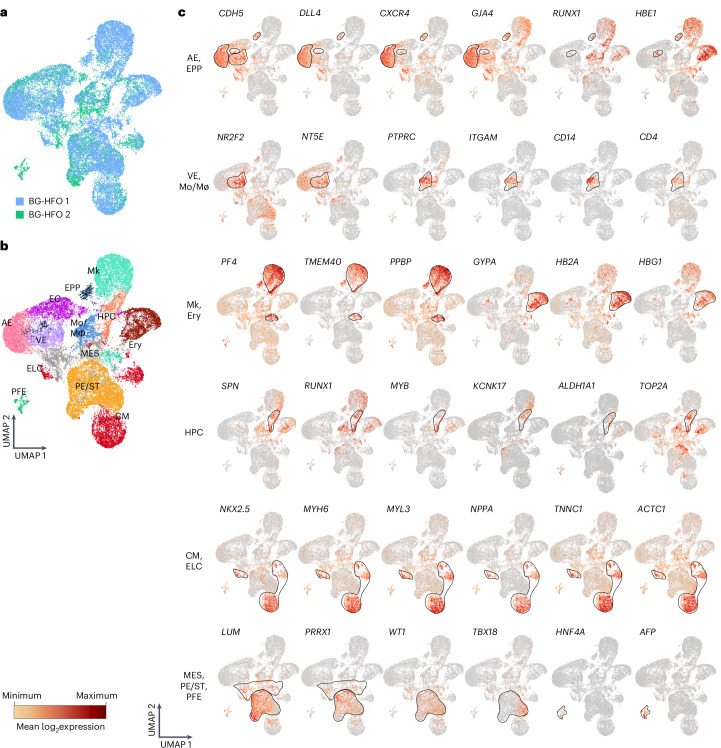
Presence of different endothelial subtypes, CMs and haematopoietic derivatives revealed by scRNA-seq. **a**, Uniform manifold approximation and projection (UMAP) plot of cells from two d14 BG-HFO samples colour-coded according to sample identity (10,000 cells for each sample). **b**, UMAP plot with cells colour-coded according to the graph-based clustering. Clusters were annotated based on differential expression of key genes. **c**, Feature plot of selected genes across all BG-HFO clusters are shown in the composite UMAP plots. The red colour gradient represents the level of expression of the indicated key genes. Regions outlined in black define the different clusters based on key genes expression.

Cluster-specific expression of key lineage markers is highlighted in Fig. 3c. Three endothelial clusters were identified, all of which express the general EC genes, such as *CDH5* (CD144) and *PECAM1* (CD31), together representing approximately 25% of all cells. 

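*CDH5* (ENSG00000179776) lies on chromosome 16 from 66366690 to 66404784 of GRCh38 and *PECAM1* (ENSG00000261371) lies on chromosome 17 from 64319415 to 64413776. *CDH5* was at 295 ± 35.7 CPM in AE and 301 ± 39.5 CPM in VE (SD, n = 2 organoids), against 7.09 ± 1.32 CPM in CMs and 6.88 ± 1.41 CPM in MES. *PECAM1* was at 484 ± 1.27 and 211 ± 19.9 CPM in AE and VE, 12.2 ± 2.90 CPM in CMs and 10.3 ± 2.99 CPM in MES. Outside the endothelial classes, *PECAM1* was also found in Mk (214 CPM), and both genes in EPP (138 and 264 CPM). Between AE and VE, *CDH5* had a log2 fold change of 0.11 (SE 0.31), within the spread of the organoids (adjusted p = 0.865, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *PECAM1* was higher in AE, with a log2 fold change of 1.34 (SE 0.20) and an adjusted p of 9.4e-05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The clusters named endothelial, all of them AE or VE here, held 16.5% ± 0.288 of all 36685 cells. The paper's 25% covers 3 endothelial clusters in the cells its own filter and annotation left, and its share for AE and VE is 16%. A further cluster of 7.77% and 4.16% of the cells of organoids 32.7 and 33.10 was nearest to an endothelial class with neither arterial nor venous markers ahead but stayed unnamed, since it had a low depth and no endothelial marker among its 10 leading genes. Among the alternatives, removal of predicted doublets moved the endothelial share most, to 24.9%.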

Two major endothelial clusters were characterized by the expression of AE and VE genes, comprising approximately 16% of all cells. 

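AE held 11.5% ± 0.657 of the cells (SD, n = 2 organoids), that is 11.9% of the cells of organoid 32.7 (2002 cells, interval 11.4–12.4%) and 11.0% of those of organoid 33.10 (2187 cells, 10.6–11.4%). VE held 5.01% ± 0.368, with 798 and 1049 cells. Each class consisted of 2 clusters. The median depth was 11650 and 8673 UMIs per cell in AE and 10982 and 8473 in VE. The sum of both classes ranged from 14.4% without regression to 17.9% with predicted doublets removed.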

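Expression in AE and VE was compared over 21924 genes. *NR2F2* (ENSG00000185551, chromosome 15 from 96325938 to 96340263) was at 272 ± 51.5 CPM in VE and 16.2 ± 2.71 CPM in AE (SD, n = 2 organoids), and *NT5E* (ENSG00000135318, chromosome 6 from 85449584 to 85495791) at 107 ± 3.91 and 56.3 ± 3.62 CPM. Their log2 fold changes of AE over VE were -3.93 (SE 0.30) and -0.78 (SE 0.23), with adjusted p of 5.34e-08 and 0.0225 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *NT5E* lost significance with 30 principal components (-0.78) and after 10% of the ambient profile was removed (-0.88). That removal took an assumed 10% of each class's UMIs in the proportions of all cells together, and was no estimate of free RNA. The adjusted p of *NT5E* ranged from 0.000456 to 0.211 over 14 alternatives by the same test or DESeq2. *CXCR4* (ENSG00000121966, chromosome 2 from 136114349 to 136119177) was at 324 ± 9.85 CPM in AE and 42.4 ± 5.86 in VE, *SOX17* (ENSG00000164736, chromosome 8 from 54457935 to 54460892) at 211 ± 22.5 and 64.8 ± 12.1, *DLL4* (ENSG00000128917, chromosome 15 from 40929340 to 40939073) at 157 ± 15.6 and 50.5 ± 4.17, and *GJA4* (ENSG00000187513, chromosome 1 from 34792999 to 34795747) at 495 ± 46.6 and 226 ± 66.8. In the order *CXCR4*, *SOX17*, *DLL4* and *GJA4*, the log2 fold changes were 3.07 (SE 0.26), 1.85 (SE 0.31), 1.78 (SE 0.28) and 1.27 (SE 0.38), and the adjusted p in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were 1.71e-07, 0.000264, 0.000141 and 0.0227. *GJA4* did not pass after 10% of the ambient profile was removed, with adjusted p from 3.08e-05 to 0.411 over 14 alternatives by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment or DESeq2. VE pooled cluster 9 and the smaller cluster 23, where *MKI67* was at 2.73 and 3.24 and at 121 and 135 CPM in organoids 32.7 and 33.10. *NR2F2* was at 393 and 316 CPM in cluster 9 and 102 and 103 CPM in cluster 23, *CXCR4* at 27.8 and 23.3 and at 92.5 and 63.0 CPM, and *DLL4* at 38.5 and 33.5 and at 90.1 and 70.8 CPM. *MECOM* (ENSG00000085276, chromosome 3 from 169083499 to 169663775) was at 977 ± 23.2 CPM in AE and 757 ± 8.21 CPM in VE. Its log2 fold change of 0.51 (SE 0.19) did not pass the threshold (adjusted p = 0.0666, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed under 4 of 14 alternatives, among them the organoid as a block (0.51, adjusted p = 0.0338), and over all of them its adjusted p ranged from 0.00962 to 0.388, by that test or DESeq2.

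In all, 4318 genes had an adjusted p under the 0.05 threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2196 higher in AE and 2122 higher in VE. The alternative that moved this split most was the removal of 10% of the ambient profile, which left 1436 genes higher in AE and 2512 higher in VE. By the rule fixed for naming genes, the largest changes toward AE were in *AC080132.1*, *ESM1* and *DEPTOR* (log2 fold changes 3.68, 3.63 and 3.59) and toward VE in *SOST*, *CRHBP* and *FGF23* (-7.27, -6.22 and -5.51). These genes, unlike the study's genes, were not left out of the clustering.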

The VE cluster displayed higher expression of the venous genes *NR2F2* (COUP-TFII) and *NT5E* (CD73), whereas the AE cluster was specified by the arterial markers *DLL4*, *CXCR4*, *GJA4*, *SOX17* and *MECOM*^15,42^ (Figs. 3c and 4a).

**Fig. 4:**
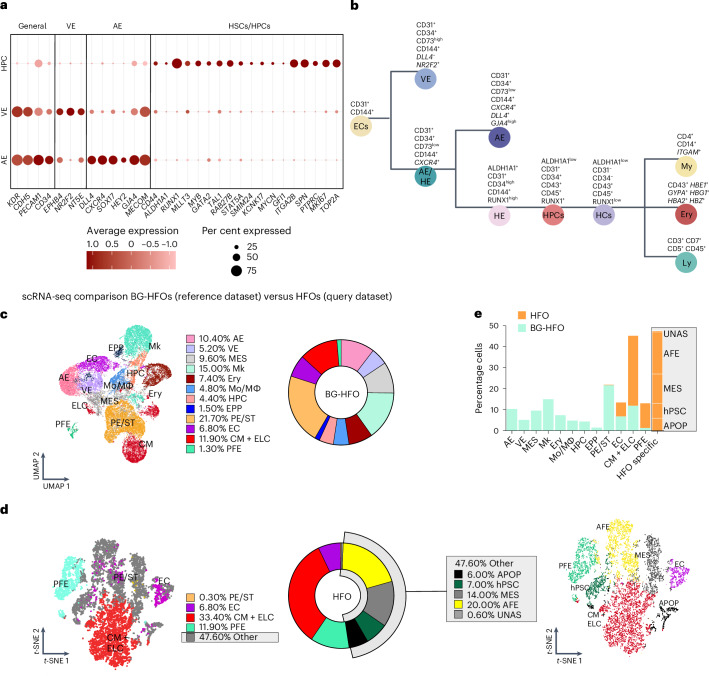
Identification of haemato-endothelial populations in BG-HFOs and a comparison between HFOs and BG-HFOs using scRNA-seq. **a**, Haemato-endothelial dot plot showing genes that are differentially expressed between the AE, VE and HSCs/HPCs. The dimension of the dots represents the percentage of cells expressing the specific gene, and the red colour gradient represents the level of expression. **b**, Schematic of the haemato-endothelial markers representing the multiple haemato-endothelial populations present in the BG-HFOs and markers used to identify them at gene (scRNA-seq) and protein expression (immunofluorescence staining, flow cytometry on BG-HFOs and functional analyses outcomes) levels. HCs, haematopoietic cells; My, myeloid derivatives; Ly, lymphoid derivatives. **c**, BG-HFO UMAP plot (reference dataset) and pie diagram with cells colour-coded according to the annotated cell types. Clusters were annotated based on differential expression of key genes. The names and cell percentages of each cluster are reported. **d**, *T*-Distributed stochastic neighbour embedding (*t*-SNE) plot and pie diagram of the HFOs query dataset^28^ with transferred cell-type annotation from the reference dataset (BG-HFOs) and original cell-type annotation from previous work^28^ (grey shaded). The names and cell percentages of each cluster are reported. APOP, apoptotic cells, UNAS, unassigned cells. **e**, Compositional analysis of HFOs and BG-HFOs. Cell-type identification based on expression of marker genes (BG-HFOs) and reference mapping (HFOs). Subsets of HFO-specific cell types were identified based on previous work^28^.

Cardiac-related clusters included CMs (approximately 11%), endocardial-like cells (ELCs; approximately 1%) and proepicardium/septum transversum (PE/ST; approximately 19%). 

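CMs held 9.88% ± 0.210 of all cells (SD, n = 2 organoids), 10.0% of the cells of organoid 32.7 (1684 cells, interval 9.58–10.5%) and 9.73% of those of organoid 33.10 (1936 cells, 9.32–10.2%). PE/ST held 14.7% ± 1.10, with 2593 and 2762 cells in 3 clusters. ELCs formed 1 cluster of 151 and 172 cells, 0.882% ± 0.0245 of all cells. The median depth of ELCs was 19389 UMIs per cell in organoid 32.7 and 18401 in organoid 33.10, against 7453 and 9210.5 in CMs. Doublets were predicted with Scrublet by a different rule in each organoid. Scrublet gave no threshold of its own for organoid 32.7, so top-scoring cells were taken there by an assumed rate of 13.5%. The cells taken were 14.0% of all cells and included 90.1% of the ELCs. In organoid 33.10 Scrublet's own threshold marked 21.4% of all cells and 98.3% of the ELCs. No ELC class formed once the predicted doublets were removed or when counts were not regressed out. PE/ST ranged from 7.58% with a stricter cell filter to 22.0% without regression.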

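In CMs, the cardiac genes *MYH6*, *NPPA*, *ACTC1*, *TNNC1*, *MYL3* and *NKX2.5* (listed as *NKX2-5*) were at 1982 ± 374, 503 ± 59.5, 3718 ± 1129, 1942 ± 338, 1748 ± 291 and 258 ± 43.3 CPM (SD, n = 2 organoids). In ELCs they were at 961 ± 132, 233 ± 12.7, 1914 ± 637, 966 ± 139, 839 ± 68.0 and 126 ± 34.0 CPM, and in AE at 21.5 ± 2.83, 6.59 ± 0.121, 42.4 ± 10.4, 27.3 ± 2.12, 20.1 ± 0.195 and 6.80 ± 0.653 CPM. *NKX2-5* (ENSG00000183072) lies on chromosome 5 from 173232109 to 173235311 of GRCh38, and *MYH6* (ENSG00000197616) lies on chromosome 14 from 23381982 to 23408273. The log2 fold changes of ELCs over CMs of these 6 genes lay between -1.27 (*NPPA*) and -1.11 (*ACTC1*). In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment the adjusted p were 0.0023 for *NKX2-5*, 0.0199 for *TNNC1*, 0.0221 for *MYL3*, 0.0369 for *NPPA*, 0.0927 for *MYH6* and 0.121 for *ACTC1*. The last pair did not pass the threshold. With the organoid as a block the log2 fold changes of *MYH6* and *ACTC1* were -1.19 and -1.12 and both passed, with adjusted p of 0.0085 and 0.00644 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over 12 alternatives their adjusted p ranged from 0.000248 to 0.387 and from 0.000108 to 0.386, by that test or DESeq2. The lowest of each came with the stricter cell filter, under which 7.57% of the cells were named ELC. *NKX2-5* passed under all 12, *TNNC1* and *MYL3* under 10, *NPPA* under 7 and *MYH6* and *ACTC1* under 4. *CDH5* was at 142 ± 25.8 CPM and *PECAM1* at 183 ± 18.1 CPM in ELCs, with log2 fold changes over CMs of 4.17 (SE 0.38) and 3.75 (SE 0.23) and adjusted p of 2.38e-07 and 3.59e-09 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Levels of each of the 8 genes in ELCs lay between those of CMs and AE in both organoids.

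Between ELCs and CMs, 3995 genes passed the 0.05 threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1900 higher and 2095 lower in ELCs. The split moved most at resolution 1.2, with 2259 higher and 1371 lower, and at resolution 0.4 it was 2179 and 1338. With the stricter cell filter, under which 7.57% of the cells were named ELC, the number was 6775. The rule for naming genes gave *SNTB1*, *ESM1* and *DIPK2B* toward ELCs (log2 fold changes 4.78, 4.47 and 4.42) and *LIX1-AS1*, *CXCL14* and *CNN1* toward CMs (-1.52, -1.46 and -1.43).

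**Figure D2:**
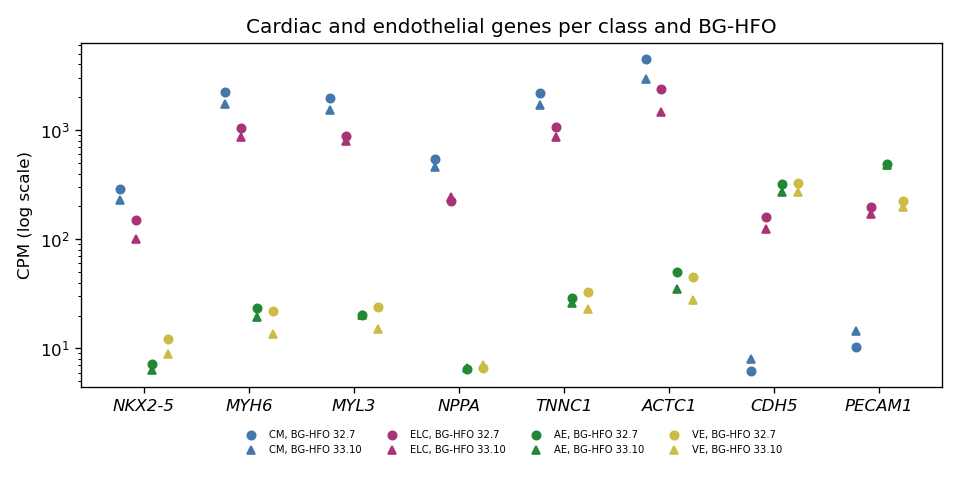
Levels of 6 cardiac and 2 endothelial genes (vertical axis, CPM of the summed UMIs, log scale) in CMs, ELCs, AE and VE. Each point is 1 of the 2 organoids. Points of the ELCs lie below those of CMs for the cardiac genes and below those of AE for *CDH5* and *PECAM1*.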

Cardiomyocytes and ELC cells were characterized by the common expression of *NKX2.5*, *MYH6*, *MYL3*, *NPPA*, *TNNC1* and *ACTC1*; ELCs displayed additional expression of endothelial genes including *CDH5* and *PECAM1* (ref. ^43^; Fig. 3c and Extended Data Fig. 7a). The mesenchyme-derived PE/ST cluster was identified by the expression of *WT1*, *TBX18* and mesenchymal markers; part of this cluster expresses *TOP2A* and *MKI67*, indicating proliferation. 

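*WT1* (ENSG00000184937) lies on chromosome 11 from 32387775 to 32435564 of GRCh38 and was at 96.1 ± 21.8 CPM in PE/ST and 50.8 ± 1.89 CPM in MES (SD, n = 2 organoids). *TBX18* (ENSG00000112837) lies on chromosome 6 from 84687351 to 84764598 and was at 66.3 ± 9.84 and 12.2 ± 2.45 CPM. Their log2 fold changes of PE/ST over MES were 0.83 (SE 0.20) and 2.36 (SE 0.21), with adjusted p of 0.0109 and 1.51e-06 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *WT1* did not pass with the stricter cell filter or after 10% of the ambient profile was removed (adjusted p from 0.000147 to 0.264 over 12 alternatives by that test or DESeq2). The PE/ST class consisted of 3 clusters, and *TOP2A* and *MKI67* were concentrated in cluster 10, with 3.06% and 3.97% of the cells of organoids 32.7 and 33.10. There *TOP2A* was at 415 and 406 CPM in organoids 32.7 and 33.10, compared with 10.3 and 13.5 in cluster 3 and 11.1 and 13.7 in cluster 14. *MKI67* was at 166 and 194 CPM in cluster 10, 2.57 and 5.34 in cluster 3 and 4.26 and 0.854 in cluster 14. *TBX18* was highest in cluster 3 (121 and 102 CPM) and lowest in cluster 14 (3.03 and 8.54 CPM). Cluster 10 had 3 raised PE/ST markers and 5 raised MES markers, so its place in PE/ST depended on the naming. Over the whole class the log2 fold changes over MES were 3.34 (SE 0.29) for *TOP2A* and 3.17 (SE 0.39) for *MKI67*, and with 30 principal components they were -3.72 and -4.24, because the proliferating cluster was then named MES.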

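MES formed 1 cluster with 7.91% ± 0.560 of all cells (SD, n = 2 organoids), 8.31% of the cells of organoid 32.7 (1395 cells, interval 7.89–8.74%) and 7.52% of those of organoid 33.10 (1495 cells, 7.15–7.89%). *LUM* (ENSG00000139329, chromosome 12 from 91102629 to 91111494) was at 345 ± 147 CPM in MES and 479 ± 344 CPM in PE/ST. The PE/ST value rested on cluster 14, where *LUM* was at 1772 and 1202 CPM in organoids 32.7 and 33.10, against 188 and 137 in cluster 3 and 363 and 188 in cluster 10. *PRRX1* (ENSG00000116132, chromosome 1 from 170662728 to 170739421) was at 99.3 ± 10.5 CPM in MES and 73.5 ± 8.51 CPM in PE/ST. Neither gene passed the threshold between PE/ST and MES, with log2 fold changes of 0.40 (SE 0.77) and -0.52 (SE 0.21) and adjusted p of 0.805 and 0.125 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. By cluster, *PRRX1* was at 97.9 and 106 CPM in cluster 10, near MES (91.9 and 107 CPM), against 60.5 and 63.9 in cluster 3 and 46.7 and 43.6 in cluster 14 of organoids 32.7 and 33.10. *PRRX1* passed the threshold, lower in PE/ST, under 4 of 12 alternatives, with the study's genes kept (-0.59), with 30 principal components (-0.80), with the organoid as a block (-0.52, adjusted p = 0.0051) and with only these classes in the fit (-0.51), and over all 12 its adjusted p by that test or DESeq2 ranged from 0.0051 to 0.451. In CMs the levels were 49.3 ± 22.2 CPM for *LUM* and 9.33 ± 0.624 CPM for *PRRX1*. Between PE/ST and MES 2967 genes passed the threshold, 1523 higher in PE/ST, and the totals were 4512 with 30 principal components and 5219 with the organoid as a block. The split moved most with DESeq2, which gave 1408 higher in PE/ST and 1736 higher in MES. The genes named by the fixed rule were *TOP2A*, *CENPF* and *SCN7A* toward PE/ST (log2 fold changes of the latter pair 3.01 and 2.71) and *PCDH11X*, *NPR3* and *NRG3* toward MES (-3.18, -2.55 and -2.18).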

A cluster expressing prevalently mesenchymal genes (MES; approximately 10% of all cells), including *LUM* and *PRRX1*, was also observed (Fig. 3c and Extended Data Fig. 7b).

Only a minor cluster expressing the PFE-related genes *AFP* and *HNF4A* was observed (approximately 1%)^28,44^ and no AFE was detectable, confirming the almost entire loss of endodermal tissue in BG-HFOs.

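The PFE cluster held 1.43% ± 1.79 of all cells (SD, n = 2 organoids), with 2.70% of organoid 32.7 (interval 2.46–2.95%) and 0.171% of organoid 33.10 (interval 0.118–0.239%). *AFP* (ENSG00000081051) lies on chromosome 4 from 73431138 to 73456174 of GRCh38 and was at 6202 ± 2048 CPM in this cluster and 2.75 CPM in CMs, the next highest class. *HNF4A* (ENSG00000101076) lies on chromosome 20 from 44355699 to 44432845 and was at 82.6 ± 5.66 CPM, followed by Mk with 1.86 CPM. Of the AFE markers *SOX2*, *PAX9*, *NKX2-1*, *FOXE1* and *PAX8*, none was raised in any of the 26 clusters. Over all cells of organoids 32.7 and 33.10 they had 8 and 1, 7 and 12, 0 and 0, 1 and 0, and 38 and 29 UMIs, in that order. The highest level of any of them in a cluster was 3.37 CPM, for *PAX8* in the PFE cluster of organoid 33.10, from 3 UMIs.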

Four major haematopoiesis-related clusters were identified. 

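*PF4* (ENSG00000163737, chromosome 4 from 73980811 to 73982027) was at 10493 ± 717 CPM in Mk and 122 ± 30.7 CPM in Ery (SD, n = 2 organoids). *PPBP* (ENSG00000163736, chromosome 4 from 73986439 to 73988190) was at 7317 ± 1032 and 101 ± 9.35 CPM, and *TMEM40* (ENSG00000088726, chromosome 3 from 12733528 to 12769457) at 260.2 ± 31.2 and 5.28 ± 1.88 CPM. The log2 fold changes of Ery over Mk were -6.14 (SE 0.66), -5.88 (SE 0.46) and -5.29 (SE 0.49), with adjusted p of 5.22e-07, 1.22e-08 and 8.88e-08 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cells of the 2 Mk clusters made up 11.3% ± 7.61 of all cells, 5.91% of the cells of organoid 32.7 (993 cells, interval 5.56–6.28%) and 16.7% of those of organoid 33.10 (3317 cells, 16.2–17.2%), a difference between the organoids far beyond counting error. A further cluster of 3.23% and 4.55% of the cells was nearest to Mk and stayed unnamed, since it had a low depth and no Mk marker among its 10 leading genes. *PF4* was also found in EPP (3909 CPM, from 4550 and 3267 CPM in organoids 32.7 and 33.10). In PFE it was at 1586 CPM, from 598 CPM in organoid 32.7 and 2575 CPM in organoid 33.10, where the class had 34 cells.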

A cluster of megakaryocytes (Mk, 13%) expressing *PF4*, *TMEM40* and *PPBP* was detected. Megakaryocytes are developmentally close to erythroid derivatives; the erythroid cluster (Ery, 7%) indeed shared expression of some genes with the megakaryocyte cluster (*NFE2* and *GATA1*; Extended Data Fig. 7c). 

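The Ery class held 9.11% ± 2.43 of all cells (SD, n = 2 organoids), 7.39% of the cells of organoid 32.7 (1241 cells, interval 7.00–7.80%) and 10.8% of those of organoid 33.10 (2153 cells, 10.4–11.3%), in 3 clusters. *NFE2* (ENSG00000123405, chromosome 12 from 54292111 to 54301015) was at 75.9 ± 1.43 CPM in Ery and 201 ± 16.0 CPM in Mk, and *GATA1* (ENSG00000102145, chromosome X from 48786540 to 48794311) at 104 ± 2.70 and 259 ± 10.5 CPM. In CMs, *NFE2* was at 5.91 ± 3.69 CPM and *GATA1* at 6.88 ± 4.90 CPM. *NFE2* was lower in Ery than in Mk, with a log2 fold change of -1.11 (SE 0.26) and an adjusted p of 0.00175 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which passed under 13 of 14 alternatives and not after 10% of the ambient profile was removed. *GATA1* had a log2 fold change of -1.02 (SE 0.42) that did not pass the threshold (adjusted p = 0.051, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed under 6 of 14 alternatives, among them the organoid as a block (-1.02, adjusted p = 0.00316), and its adjusted p over all of them ranged from 0.000185 to 0.183, by that test or DESeq2. Of the genes tested, 10542 passed the threshold between Ery and Mk, 6245 higher in Ery and 4297 higher in Mk. The split moved most without regression, with 4552 higher in Ery and 5712 higher in Mk. More genes were higher in Mk also at resolution 0.4 (4994 and 5201), with the stricter cell filter (4417 and 5233), with only these classes in the fit (4662 and 4897) and with predicted doublets removed (5406 higher in Mk of 9883).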

The erythroid cluster, however, could be distinguished by high expression levels of *GYPA*, the fetal globin genes *HB2A* and *HBG1* as well as the embryonic globin genes *HBZ* and *HBE1* (Fig. 3c and Extended Data Fig. 7d).

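The globin genes reached 40881 ± 3084 CPM for *HBZ* (ENSG00000130656, chromosome 16 from 142728 to 154503), 14573 ± 1030 for *HBE1*, 5652 ± 629 for *HBG1* and 4287 ± 419 for *HBA2* in Ery (SD, n = 2 organoids). In Mk they were at 1090 ± 389.9, 4036 ± 516, 4191 ± 244 and 423 ± 83.2 CPM in the same order. The log2 fold changes of Ery over Mk were 5.53 (SE 0.99) for *HBZ*, 3.64 (SE 0.88) for *HBA2* and 2.15 (SE 0.65) for *HBE1*, with adjusted p of 0.000149, 0.00224 and 0.0103 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *HBG1* had a log2 fold change of 0.73 (SE 0.77) that did not pass the threshold (adjusted p = 0.466, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its means in Ery and Mk nevertheless lay further apart than the SD of either class. The SE comes from the fit of all classes. In some of these *HBG1* differed more between organoids, as in AE (32.0 CPM in organoid 32.7 and 83.9 CPM in organoid 33.10). *HBG1* passed only when Ery and Mk alone were fitted (log2 fold change 0.59, adjusted p = 0.0107 by the same test). *HBA2* and *HBE1* did not pass after 10% of the ambient profile was removed, although their log2 fold changes of 3.91 and 2.29 were no smaller. Over 14 alternatives their adjusted p ranged from 4.74e-09 to 0.134 and from 2.63e-06 to 0.38, by that test or DESeq2. *HBA2* and *HBG1* have near-identical copies, *HBA1* and *HBG2*, between which reads can be divided, so their own levels are uncertain. Globin transcripts were found in every class, with *HBZ* at 585 ± 186 CPM in CMs. By the fixed rule the genes with the largest changes were *AHSP*, *HBZ* and *SLC4A1* toward Ery and *CD69*, *MMRN1* and *HPSE* toward Mk. *AHSP* and *SLC4A1* are also among the markers that named the class.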

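Cells named monocytes/macrophages here made up 6.46% ± 4.77 of all cells (SD, n = 2 organoids), 9.83% of the cells of organoid 32.7 (1650 cells, interval 9.38–10.3%) and 3.09% of those of organoid 33.10 (614 cells, 2.85–3.34%). *PTPRC* (ENSG00000081237, chromosome 1 from 198638457 to 198757476), *ITGAM* (ENSG00000169896, chromosome 16 from 31259967 to 31332892) and *CD14* (ENSG00000170458, chromosome 5 from 140631728 to 140633700) were at 395 ± 24.0, 89.7 ± 7.98 and 331 ± 65.9 CPM. *C1QA*, *HLA-DRA* and *CD4* were at 438 ± 119, 189.8 ± 158 and 55.9 ± 1.68 CPM. The wide SD of *HLA-DRA* came from 301 CPM in organoid 32.7 and 78.2 CPM in organoid 33.10. The HPC class had the next highest levels of *PTPRC*, *ITGAM* and *CD4*, 186 ± 45.5, 38.6 ± 5.61 and 29.7 ± 5.16 CPM. For *CD14*, *HLA-DRA* and *C1QA* the levels in HPCs were 2.53 ± 1.06, 0.756 ± 0.711 and 1.45 ± 0.619 CPM. In CMs, *PTPRC* was at 1.63 ± 0.429 CPM and *CD14* at 1.59 ± 1.04 CPM. No contrast of this class was tested.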

A cluster of myeloid cells represented by monocytes/macrophages (Mo/Mø; 5%) was identified by the expression of early monocyte-related genes such as *PTPRC*, *ITGAM* and *CD14*, and macrophage-related maturation genes including *HLA-DRA*, *C1QA* and *CD4* (Fig. 3c). Notably, in the latter cluster, expression in a few cells of the B cell marker *CD19* indicates the putative presence of cells with lymphoid potential (Extended Data Fig. 7e).

Identification of HPCs based on gene expression patterns is challenging due to ambiguous markers and the multitude of simultaneous intermediates known to exist along the native haematopoietic differentiation^4,8,11^. However, it was possible to identify an HPC cluster in BG-HFOs (4%) by co-expression of factors related to HSC/HPC development (including *SPN* (CD43), *PTPRC* (CD45), *CD44*, *MYB*, *RUNX1*, *GATA2* and *TAL1*^15,19,42,45^ as well as the proliferation-associated markers *MKI67* and *TOP2A*), potentially reflecting the highly proliferative phenotype of HPCs in vivo. 

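The HPC cluster held 1.93% ± 1.54 of all cells (SD, n = 2 organoids), 3.03% of the cells of organoid 32.7 (508 cells, interval 2.77–3.30%) and 0.845% of those of organoid 33.10 (168 cells, 0.722–0.982%). In this cluster, *RUNX1* was at 551 ± 68.1 CPM, *MYB* at 169.6 ± 1.37, *SPN* at 146 ± 12.4, *CD44* at 141 ± 0.332, *GATA2* at 41.8 ± 15.6 and *TAL1* at 13.0 ± 1.31 CPM. The levels in AE were 7.57 ± 0.790 CPM for *RUNX1*, 0.731 ± 0.197 for *MYB*, 1.02 ± 0.00496 for *SPN*, 21.1 ± 0.637 for *CD44*, 25.2 ± 0.140 for *GATA2* and 17.2 ± 0.779 for *TAL1*. The log2 fold changes of HPC over AE were 8.18 (SE 0.61) for *PTPRC*, 7.98 (SE 0.38) for *MYB*, 7.31 (SE 0.38) for *SPN*, 6.33 (SE 0.36) for *RUNX1*, 2.90 (SE 0.22) for *CD44* and 0.84 (SE 0.20) for *GATA2*. Their adjusted p in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment ranged from 1.21e-11 (*MYB*) to 0.00168 (*GATA2*). *TAL1* was not higher in HPC than in AE, with a log2 fold change of -0.26 (SE 0.38) (adjusted p = 0.602, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was highest in Mk (189 ± 0.234 CPM). *MKI67* was at 167 ± 6.28 CPM and *TOP2A* at 218 ± 17.7 CPM, with log2 fold changes over AE of 7.26 (SE 0.48) and 6.05 (SE 0.33) and adjusted p of 5.59e-10 and 5.83e-11 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *RUNX1* (ENSG00000159216) lies on chromosome 21 from 34787801 to 36004667 of GRCh38 and *MYB* (ENSG00000118513) lies on chromosome 6 from 135181308 to 135219173. The cluster's leading genes were *CLC*, *MPO* and *PRG2*, at 4150 ± 2443, 2281 ± 1127 and 9702 ± 3832 CPM, and *S100A8* was at 4972 ± 2808 CPM. These are genes of granulocytes and their precursors, and *MPO* is among the markers that named the class. Progenitors and maturing granulocytes were not told apart within it, so the name HPC here stands for the marker rule. No HPC class formed at resolution 0.4, without regression or in either organoid alone.

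Of the genes tested between HPC and AE, 11286 passed the 0.05 threshold, 5571 higher in HPC and 5715 higher in AE. With 30 principal components, where the split moved most, the numbers were 6219 and 4783. The fixed rule gave *DEFA4*, *DEFA3* and *AL355922.1* toward HPC (log2 fold changes 11.38, 10.78 and 10.50) and *AC093817.2*, *AC080132.1* and *ESM1* toward AE (-6.62, -6.34 and -6.19). *DEFA3* has near-identical copies and its counts are uncertain.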

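Among 7 genes enriched in HSCs in earlier work, *MLLT3* was at 28.0 ± 0.678 CPM in the HPC class and 14.0 ± 2.65 CPM in AE (SD, n = 2 organoids), *ITGA2B* at 45.4 ± 12.3 and 6.60 ± 1.96, *RAB27B* at 14.4 ± 6.77 and 3.74 ± 1.70, and *GFI1* at 14.6 ± 10.2 and 0.116 ± 0.104. Their log2 fold changes of HPC over AE were 1.17 (SE 0.15), 2.91 (SE 0.43), 2.22 (SE 0.42) and 7.06 (SE 0.67), with adjusted p of 3.5e-06, 1.29e-05, 0.000223 and 6.22e-08 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Other classes had higher levels of 3 of these genes. *MLLT3* was at 174 ± 0.550 CPM in CMs, 111 ± 5.81 in PE/ST and 75.4 ± 2.93 in Mk, and of the 12 classes only AE was below HPC. *RAB27B* was at 645 ± 16.6 CPM and *ITGA2B* at 790.1 ± 45.8 CPM in Mk, while *GFI1* was highest in HPC. *ALDH1A1* rested on 7 and 11 UMIs in HPC of organoids 32.7 and 33.10, against 3 and 6 in the larger AE class. Its log2 fold change was 3.08 (SE 1.19), with an adjusted p of 0.0375 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and did not pass with 30 principal components. *ALDH1A1* was at 1.76 ± 1.45 CPM in HPC, 60.3 ± 3.64 CPM in PFE and 18.3 ± 4.03 CPM in Mk. *MYCN*, with 15 and 13 UMIs in HPC, was lower there than in AE, with a log2 fold change of -0.98 (SE 0.32) and an adjusted p of 0.0147 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *KCNK17*, with 7 and 8 UMIs, was not past the threshold against AE, with a log2 fold change of -0.63 (SE 0.94) and an adjusted p of 0.608 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At Leiden resolution 1.2 the changes of *MYCN* and *KCNK17* were 1.51 and 1.98, with *TAL1* at 0.90. Cluster 15, named Mk here, held *KCNK17* at 54.7 and 50.1 CPM in organoids 32.7 and 33.10, compared with 0.734 and 2.02 CPM in the HPC cluster.

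To compare classes of different depth, each cell was thinned to 2000 UMIs and shallower cells were left out. The background class fixed for blood genes was the lowest of CMs, PE/ST and PFE. *HOXA9* (ENSG00000078399, chromosome 7 from 27162438 to 27175180) had a UMI in 0 of 624 thinned HPCs, which allows a share of up to 0.481%, and in 0 of 676 without thinning, at a median of 15995 UMIs per cell. *HLF* was found in 1 of 624 cells (0.160%, interval 0.00406–0.890%), 0.296% without thinning, and CMs, the background class, had 0.0321% (0.249% without thinning) at a median of 8508.5 UMIs. Against AE the log2 fold change of *HLF* was 1.34 (SE 1.24), not past the threshold (adjusted p = 0.395, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed with 30 principal components (2.99, adjusted p = 0.00923) and under none of the other 9 alternatives, with adjusted p from 0.00923 to 0.64 by that test or DESeq2. *SPINK2* was found in 1 of 624 cells (0.160%, interval 0.00406–0.890%) and, without thinning, in 2.51%, whereas CMs had 0 of 3112 cells and 0.0552% without thinning. In PE/ST it was found in 21 of 5173 cells (0.406%, interval 0.251–0.620%) and, without thinning, in 1.33%. Its level of 1.82 ± 1.14 CPM in HPC, from 25 and 4 UMIs, was above that of AE by a log2 fold change of 5.05 (SE 0.88, adjusted p = 9.12e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By organoid, *SPINK2* was at 2.62 and 1.01 CPM in the HPC cluster and 1.46 and 1.64 CPM in PE/ST cluster 3 of organoids 32.7 and 33.10, so in organoid 33.10 HPC was not above this cluster of another lineage. *MECOM* was at 48.9 ± 2.63 CPM in HPC, with a log2 fold change over AE of -4.16 (SE 0.22, adjusted p = 3.39e-11, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Thinning left out 52 HPCs and 508 CMs.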

Genes recently identified by Calvanese and colleagues^42^ to be enriched in HSCs (*ALDH1A1*, *MLLT3*, *MYCN*, *GFI1*, *KCNK17*, *RAB27B* and *ITGA2B*) were, to some degree, also expressed in the HPC cluster, whereas genes such as *HOXA9*, *MECOM*, *HLF* and *SPINK2* were missing, indicating an absence of proper HSCs^42^ (Figs. 3c and 4a).

Annotation of our results in the ‘BlueprintEncodeData’ database confirmed the presence of common myeloid progenitors, granulocyte–macrophage progenitors and megakaryocyte–erythroid progenitors in the HPC cluster; in addition, a few cells annotated as common lymphoid progenitors were detected in the Mo/Mø cluster (Extended Data Fig. 7f).

Importantly, we detected some *BCL11A-* and *CD7-*expressing cells in both the Mo/Mø and HPC clusters, which suggests the presence of early progenitors with putative lymphoid potential (Extended Data Fig. 7g).

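*BCL11A* (ENSG00000119866, chromosome 2 from 60450520 to 60554467) was at 16.9 ± 0.374 CPM in Mo/Mø and 37.9 ± 11.7 CPM in HPC (SD, n = 2 organoids). Higher or similar levels were found in PE/ST (44.3 ± 7.16 CPM) and CMs (29.9 ± 1.20 CPM). In organoid 32.7 *BCL11A* was at 46.1 CPM in HPC and 29.1 CPM in CMs. In organoid 33.10 it was at 29.6 and 30.8 CPM, so HPC was not above CMs there. With each cell thinned to 2000 UMIs, which left out 354 Mo/Mø and 182 PE/ST cells, a *BCL11A* UMI was found in 2.57% of the Mo/Mø class (interval 1.90–3.38%), 8.01% of HPC (6.01–10.4%), 5.46% of CMs (4.69–6.32%), the background class, and 8.35% of PE/ST (7.61–9.14%). Without thinning the shares were 13.3%, 30.8%, 21.6% and 31.5%, at medians of 7549.5, 15995, 8508.5 and 9383 UMIs per cell. With the cells of both organoids pooled, the Mo/Mø share lay below that of CMs. The pooled HPC share lay above it, with intervals that overlapped only between 6.01% and 6.32%. These shares differed between classes beyond counting error, so *BCL11A* was not an even background and was not restricted to blood classes. *CD7* (ENSG00000173762, chromosome 17 from 82314868 to 82317608) was at 1.90 ± 0.815 CPM in Mo/Mø, 4.14 ± 0.222 CPM in HPC, 0.934 ± 0.0316 CPM in CMs and 4.01 ± 1.91 CPM in PE/ST, and was highest in PFE (12.0 ± 0.436 CPM) and Mk (10.2 ± 2.03 CPM). The PE/ST value rested largely on cluster 14, at 14.0 and 8.54 CPM in organoids 32.7 and 33.10. PE/ST clusters 3 (1.72 and 2.55 CPM) and 10 (1.37 and 1.71 CPM) were below HPC (3.98 and 4.30 CPM). A *CD7* UMI was found in 0.628% of Mo/Mø (0.325–1.09%), 0.801% of HPC (0.261–1.86%) and 0.129% of CMs (0.0350–0.329%), its background class, after thinning. Without thinning the shares were 2.52%, 6.80% and 1.02%. PE/ST cells had 0.851% (3.92% without thinning), Mk 1.95% (8.00%) and PFE 2.05% (9.65%). Compared with AE, HPC had log2 fold changes of 2.50 (SE 0.25) for *BCL11A* and 4.61 (SE 0.52) for *CD7*, with adjusted p of 1.42e-07 and 5.82e-07 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.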

A minor cluster co-expressing the mentioned AE genes, the HE/haematopoietic-related genes *RUNX1* and *SPN*, and embryonic-fetal globin genes may represent very immature haematopoietic cells^46^, potential early primitive progenitors (EPP; 2%, Fig. 3c).

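The EPP cluster held 1.41% ± 1.01 of all cells (SD, n = 2 organoids), 0.703% of the cells of organoid 32.7 (118 cells, interval 0.582–0.841%) and 2.13% of those of organoid 33.10 (423 cells, 1.93–2.34%). Of the arterial genes, *DLL4* was at 57.7 ± 5.75 CPM, *CXCR4* at 105 ± 6.86, *SOX17* at 83.9 ± 5.43, *GJA4* at 257 ± 38.7 and *MECOM* at 496 ± 22.5 CPM in EPP. All were below AE, with log2 fold changes from -1.69 (*CXCR4*) to -1.02 (*GJA4*) and adjusted p from 6.14e-05 to 0.0485 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *GJA4* did not pass under 4 of 11 alternatives, with adjusted p from 3.88e-05 to 0.532. *RUNX1* was at 291 ± 16.8 CPM and *SPN* at 35.8 ± 1.11 CPM, with log2 fold changes over AE of 5.19 (SE 0.35) and 5.05 (SE 0.38) and adjusted p of 5.39e-09 and 2.26e-08 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The globin genes were at 7748 ± 587 CPM (*HBZ*), 3859 ± 188 CPM (*HBE1*), 2625 ± 116 CPM (*HBG1*) and 881 ± 112 CPM (*HBA2*), with log2 fold changes over AE of 5.63, 4.93, 5.45 and 5.28. The megakaryocyte gene *PPBP* was at 2796 ± 1115 CPM. The median depth was 17822.5 and 16126 UMIs per cell in organoids 32.7 and 33.10, above those of AE, Mk and Ery in the same organoid, and the predicted doublets included 90.7% and 98.3% of these cells. In organoid 32.7 these were the top-scoring 14.0% of all cells, since Scrublet gave no threshold there. Only in organoid 33.10 were they its own calls. In all, 6610 genes passed the threshold between EPP and AE, 2900 higher and 3710 lower in EPP, and with the RLE normalization 3267 were higher and 2790 lower. More genes were higher than lower under 9 of 11 alternatives, all but resolution 0.4 (2818 and 4162) and the organoid as a block (3382 and 4766). Among the 9 were no regression and removal of predicted doublets, where the class named EPP held 10.3% and 6.91% of the cells. *COL24A1*, *PTPRJ* and *ST8SIA6* had the largest changes toward EPP by the fixed rule (log2 fold changes 6.74, 6.69 and 6.61) and *DIAPH2-AS1*, *CXCR4* and *ADAMTS9-AS1* toward AE (-1.70, -1.69 and -1.68).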

Together, the scRNA-seq analysis confirmed derivatives of heart anlagen (CMs and ELCs), derivatives of the mesenchyme (PE/ST and MES) and endothelial subtypes (AE and VE) in BG-HFOs, revealed more details on haematopoietic derivatives—including HPCs and erythro-myeloid cells (megakaryocytes, erythroids and Mo\Mø)—and indicated the presence of cells expressing early lymphoid progenitor genes.

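The clustering was repeated under 8 alternatives, among them other resolutions, more principal components, no regression, a stricter cell filter, removal of predicted doublets and another random start. Classes named AE, VE, CM, PE/ST, PFE, Mk, Ery and Mo/Mø formed under all 8. ELC, HPC and MES formed under 6 of them, and EPP under 5. Not all of these were like the main classes, where ELC held 0.882% and EPP 1.41% of the cells. The class named ELC held 7.57% with the stricter cell filter. The class named EPP held 10.3% without regression and 6.91% with predicted doublets removed. An endothelial class with neither arterial nor venous markers ahead was named under 5 of the 8. With the main settings a cluster nearest to such a class formed too, and was left unnamed only by the rule on depth and leading genes. Of the 69 log2 fold changes of study genes tested in 6 comparisons, 55 passed the 0.05 threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The paper reasons from the marker genes of each cluster to its lineage. From the cardiac genes in CMs and ELCs, the mesenchymal genes in PE/ST and MES and the arterial and venous genes in AE and VE, it concludes that derivatives of the heart anlagen, mesenchyme and distinct endothelial subtypes are present. From the blood genes it concludes that HPCs and erythro-myeloid cells are present, and from genes such as *BCL11A* and *CD7* it proposes cells with early lymphoid progenitor genes. Marker genes are not its only evidence. Annotation against a reference database gave it myeloid, granulocyte–macrophage and megakaryocyte–erythroid progenitors in its HPC cluster. It also draws on flow cytometry, immunofluorescence, colony assays and T cell cultures, none of which were analysed here.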

Haemato-endothelial-related markers observed by scRNA-seq, immunofluorescence staining, flow cytometry and functional assays were collected in a lineage tree in Fig. 4b.

Comparison of scRNA-seq data of BG-HFOs and HFOs^28^ further elucidated analogies and differences between both models. The comparison confirmed high similarities in the gene expression signature of the CM clusters (Fig. 4c–e), corroborating both the flow cytometry analysis (Fig. 1c–g) and the functional assessment (Extended Data Fig. 2a–i). Notably, the PE/ST cluster is expanded in BG-HFOs compared with HFOs, in contrast to the reduced amount of CMs.

The MES cluster of HFOs and BG-HFOs presented a similar expression of key mesenchymal genes such as *PRRX1*, *LUM* and *TWIST1*, although the overall expression patterns were not similar enough for the annotation, possibly reflecting different mesenchymal subtypes (Fig. 4c–e). Furthermore, the gene expression signature of the minor PFE cluster in BG-HFOs was comparable to the larger PFE cluster in HFOs.

The EC cluster in HFOs displayed gene expression similarities to the EC cluster in BG-HFOs but not the AE cluster (Fig. 4c–e). 

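Pluripotency markers were followed in the BG-HFO cells. *POU5F1* had 16 UMIs over all cells of organoid 32.7 and 38 over those of organoid 33.10, and *NANOG* had 30 and 35. *TDGF1* had 80 and 86 UMIs and *L1TD1* 139 and 212. *DPPA4* was the most abundant, with 1047 and 1337 UMIs, and its highest level in a cluster was 9.23 CPM in organoid 32.7 (an Ery cluster) and 12.2 CPM in organoid 33.10 (a VE cluster). None of the 5 genes was raised in any cluster. The cells of HFOs were not analysed here.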

As expected, neither the AE nor the haematopoietic clusters (Mk, Ery, Mo/Mø, EPPs and HPCs) were detected in HFOs; vice versa, the AFE and hPSC clusters in HFOs^28^ were not detectable in BG-HFOs (Fig. 4c–e).

For insights into cell–cell communication (CCC), which is pivotal in tissue development, a ligand–receptor analysis framework (LIANA) was used to infer ligand–receptor interactions^47^. 

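The expression behind ligand–receptor pairs was recomputed as the mean of the ligand's level in the source class and the receptor's level in the target class, each a mean over cells of the natural log of 1 plus the counts per 10000. The pairs were the first 10 between AE, CM, HPC, EPP, MES and PE/ST in the first 1999 rows that could be read of the study's Supplementary Table 2, a ranked list. *MDK* in PE/ST with *NCL* in HPC had a mean of 2.35 ± 0.0218 (SD, n = 2 organoids), and the paper's reported value is 2.38. For *GPC3* in PE/ST with *FLT1* in AE the mean was 2.46 ± 0.0469 and the paper's 2.33. The lowest of the 10 was *COL3A1* in PE/ST with the *ITGA1* and *ITGB1* pair in AE, at 1.77 ± 0.119, where the paper's value is 2.17. The study's values were computed after depth equalization, removal of free RNA and its own annotation. These numbers measure expression of both partners and not their binding.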

Following the selection of AE, CM, HPC, EPP, MES and PE/ST clusters, the top 30 ligand (source)–receptor (target) interactions were visualized (Extended Data Fig. 8a,b). The most frequent interactions (aggregate_rank ≤ 0.01) were observed in BG-HFOs between CM and AE, CM and PE/ST, PE/ST and AE, and MES and AE (Extended Data Fig. 8a).

Designating the cluster source (ligand provider; magnitude rank < 0.01) and the cluster target (receptor-expressing; magnitude rank < 0.01), we performed gene-set enrichment analysis using Enrichr and the Gene Ontology Biological Process 2023 database^48,49^.

The CM cluster showed expression of ligands that in the AE and PE/ST clusters positively regulate processes of extracellular matrix and structure organization, collagen fibril organization, cell adhesion, proliferation, migration and integrin-mediated signalling. By ligands expressed from both the PE/ST and MES clusters, similar processes were positively regulated in the AE. Notably, the MES cluster seems to positively regulate processes of angiogenesis sprouting and blood vessel/EC migration in the AE. Accordingly, in response to the signalling from MES, AE upregulated expression of receptors involved in the same processes, that is, cell motility, migration, angiogenesis and blood vessel sprouting (Extended Data Fig. 8c).

Furthermore, in response to signalling from CM and PE/ST, the AE showed expression of receptors regulating cell migration and motility. However, only the CM cluster is the origin of positive regulation of calcium-mediated signalling, vasculogenesis, vascular smooth muscle cell, cardiac atrium, and ventricular trabecular myocardium development and morphogenesis in the AE. Notably, the PE/ST cluster, in response to signalling from CM, upregulated expression of receptors involved in aorta development and pulmonary valve morphogenesis (Extended Data Fig. 8c).

All haematopoietic waves originate from specialized HE, which derives from and maintains aspects and gene expression patterns of the AE^37–39^. Considering that the AE cluster in BG-HFOs possibly includes scattered HE of different haematopoietic waves, ligand–receptor interactions between the AE and the haematopoietic progenitor clusters (putatively representing definitive haematopoiesis/HPC and primitive haematopoiesis/EPP) were investigated. Gene-set enrichment analysis suggests that AE directed in both (EPP and HPC) cellular processes of extracellular matrix organization, cellular proliferation, extravasation and protein modification processes such as phospho/dephosphorylation. Moreover, the analysis of AE-to-EPP signalling indicates a role of AE in regulating processes of EC migration and angiogenesis sprouting (Extended Data Fig. 8d). The corresponding receptors expressed by both the HPC and EPP clusters (in response to the AE signalling) included genes regulating cell motility, migration, positive regulation of protein phosphorylation, regulation of cell-matrix adhesion and the integrin-mediated signalling pathway; the latter was the most upregulated process in the HPC cluster in response to AE (Extended Data Fig. 8d).

Together, the CCC analysis enabled the identification of cell/tissue communication in BG-HFOs, including well-known signalling in native embryogenesis of the cardiovascular and haematopoietic system.

### BG-HFOs display erythro-myeloid and lymphoid potency

Magnetic-activated cell sorted CD34^+^ haemato-endothelial cells from d10–d12 BG-HFOs were tested for their erythroid and myeloid potential using colony-forming-unit (CFU) assays (Fig. 5a). Formation of ‘red colonies’, including dark red burst-forming-unit-erythroid cells (Fig. 5b(i)) and smaller light-red colonies identified as CFU-erythroid (Fig. 5b(ii)), suggested the presence of erythroid cells of different maturity.

**Fig. 5:**
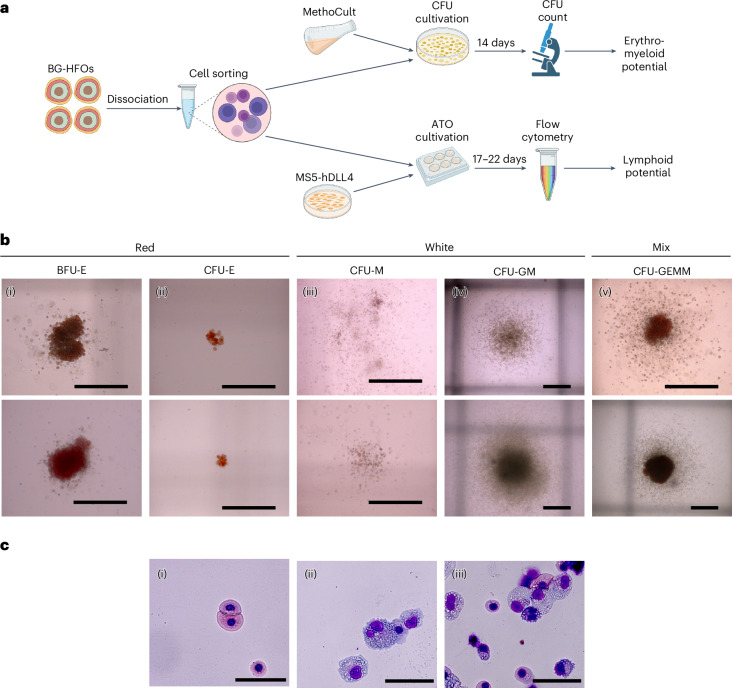
BG-HFO-derived HPCs display erythro-myeloid potential. **a**, Experimental design. First, 40–80 BG-HFOs were dissociated and pooled. CD34^+^ cells were sorted to assess erythro-myeloid (CFU assay; top) and lymphoid (ATO assay; bottom) potential. Purified populations (CD34^+^CD43^+^, CD34^+^CD43^−^ and CD34^−^CD43^+^) were sorted to further assess the erythro-myeloid potential. **b**, Erythro-myeloid potential. Representative images of (i) burst-forming unit-erythroid (BFU-E), (ii) CFU-erythroid (CFU-E), (iii) CFU-macrophage (CFU-M), (iv) CFU-granulocyte–macrophage (CFU-GM) and (v) CFU-granulocyte–erythroid–macrophage–megakaryocyte (CFU-GEMM) colonies derived from CD34^+^ cells after 14 days of culture in MethoCult. **c**, Erythro-myeloid cell morphology. May–Grünwald–Giemsa staining of CFU assay-derived (i) red colonies composed of erythroid cells, (ii) white colonies composed of myeloid cells and (iii) mix colonies composed of erythroid and myeloid cells. Scale bars, 500 µm (**b**) and 50 µm (**c**).

‘White colonies’ of the myeloid lineage included clusters of grey round cells categorized as CFU-macrophages (Fig. 5b(iii)) and colonies with a dense and dark grey core supposedly composed of macrophages and small bright granulocytes (CFU-macrophages–granulocytes; Fig. 5b(iv)). In addition, ‘mixed colonies’ of granulocytes, erythroblasts and macrophages (Fig. 5b(v)) were detected.

Colony composition was confirmed by May–Grünwald–Giemsa staining: the red colonies were round and had reddish cytoplasm and compact nuclei underlining their erythroid phenotype (Fig. 5c(i)), whereas the white colonies were composed of big irregular-shaped cells with lobulated nuclei typical of macrophages and monocytes (Fig. 5c(ii)). In mixed colonies, the presence of erythroid cells, macrophages and smaller cells with cytoplasmic protrusions typical of activated macrophages and dendritic cells (Fig. 5c(iii)) was observed.

To investigate the lymphoid potential, artificial thymic organoid (ATO) assays were performed^50,51^: BG-HFO-derived CD34^+^ haemato-endothelial cells were aggregated with MS5-hDLL4 cells (providing the NOTCH signalling for lymphoid differentiation) and subjected to an air–liquid interface culture for 17–22 days (Fig. 5a). Analysis of released cells (Fig. 6a) showed a fraction of CD45^+^CD34^−^ phenotype expressing the T cell progenitor markers CD5 and CD7 (Fig. 6b). Maintenance of ATOs for up to 44 days allowed for further maturation of a minor portion of T cell progenitors to CD3-expressing T cells; the gating strategy was based on peripheral blood mononucleated cells (Extended Data Fig. 9a,b).

**Fig. 6:**
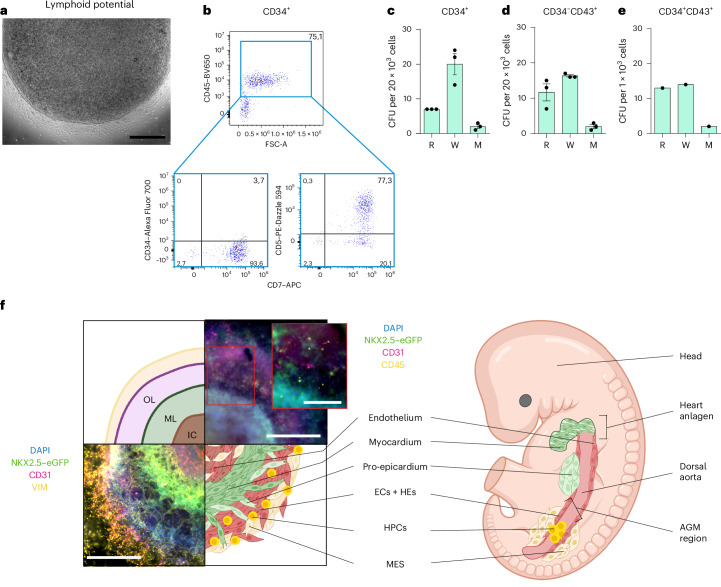
BG-HFO-derived HPCs display lymphoid potential. **a**, Representative image of a d22 ATO surrounded by haematopoietic cells, including T cell progenitors. **b**, Representative flow cytometry plots of cells derived from 2–6 ATOs generated using CD34^+^ cells at d17 of ATO differentiation showing the generation of CD34^−^CD45^+^CD5^+^CD7^+^ T cell progenitors (*n* = 2). The percentage of cells in the different quadrants is indicated. **c**–**e**, Number of red (R), white (W) and mix (M) colonies per 20,000 BG-HFO-derived CD34^+^ cells (*n* = 3; **c**), 20,000 BG-HFO-derived CD34^−^CD43^+^ HPCs (*n* = 3; **d**) and 1,000 BG-HFO-derived CD34^+^CD43^+^ HPCs (*n* = 1; **e**) seeded in MethoCult. Data are presented as the mean ± s.e.m. **f**, Schematic of the front view of a typical BG-HFO shown compared with the cross-section of a human embryo showing heart and haematopoietic anlagen. Whole-mount immunofluorescence images of two hES3 NKX2.5–eGFP-derived BG-HFOs stained with DAPI, anti-CD31 and anti-VIM (bottom left) or anti-CD45 (top right) were incorporated. Inset: Higher magnification image of the region in the red box to allow better visualization of the position of CD45^+^ cells. Scale bars, 500 µm (**a**,**f** (main images)) and 200 µm (**f**(inset)).

CD43 is one of the earliest markers expressed in CD34^+^ committed haematopoietic cells. Therefore, CD34^−^CD43^+^, CD34^+^CD43^+^ and CD34^+^CD43^−^ cells were enriched for erythro-myeloid potential assessment through fluorescence-activated cell sorting. Quantification of CD34^+^-derived colonies revealed greater numbers of white colonies compared with red colonies and only a few of mixed composition (Fig. 6c); CD34^−^CD43^+^ HPCs showed a similar potential of colony formation (Fig. 6d). Notably, the use of CD34^+^CD43^+^ HPCs resulted in a 20-fold higher efficiency in the CFU assay given that similar numbers of colonies were obtained from fewer (20-fold less) seeded cells—that is, 20,000 CD34^+^ haemato-endothelial cells (Fig. 6c) or CD34^−^CD43^+^ HPCs (Fig. 6d) versus 1,000 CD34^+^CD43^+^ HPCs (Fig. 6e). As expected, the sorted CD34^+^ but CD43-depleted cell population did not form any colonies in the CFU assay, probably representing the CD34^+^ endothelial component in BG-HFOs. These data suggest that the haematopoietic multipotential is retained by the CD43-expressing HPCs; CD43^+^ cells co-expressing CD34, which represent an early fraction of HPCs, retain the majority of this potential.

Together, BG-HFO-derived haemato-endothelial cells displayed erythroid, myeloid and lymphoid multipotency; the subset of CD34^+^CD43^+^ HPCs displayed the highest erythro-myeloid potency.

## Discussion

Due to its complexity and inaccessibility, knowledge on native human haematopoietic development, its regulating mechanisms and functional interplay with neighbouring tissues during embryogenesis remains poorly understood, calling for advanced in vitro models.

Based on the stage-specific modulations of HFO differentiation by factors known to stimulate HE formation and haematopoiesis from hPSCs^19–21,36^, we here presented a highly structured multi-tissue organoid model termed BG-HFO, which recapitulates key aspects of the simultaneous cardiac and haemato-vascular development in the embryo^52^.

Although BG-HFOs recapitulate the layered multi-tissue structure of HFOs—particularly the myocardial layer—differences include a major loss of endoderm anlagen and the endocardial-like layer but the gain of VE, AE and HE; the latter localized in the outer layer of BG-HFOs where haematopoietic cells were also predominantly detected (Fig. 2g–i and Extended Data Figs. 4d,e, 6).

A schematic of similarities between the BG-HFO model and cardiac and haematopoietic development in the embryo is shown in Fig. 6f. In human development both the splanchnic mesoderm-derived heart fields and the primary aortic tubes fuse into a single heart tube and one dorsal aorta at around three weeks of gestation; WNT pathway activation and factors such as VEGF, bFGF and BMP4, provided by the foregut endoderm and lateral plate mesoderm, drive dorsal aorta formation and haematopoiesis^11,53–55^.

Simultaneously, ventrally located mesenchyme will specialize into PE/ST supporting heart development^52,55^. In BG-HFOs about 20% of cells were specified as PE/ST mesenchyme; thus, signals directing vascular and haematopoietic differentiation and spatial localization are probably provided by both the WNT-induced self-organizing endogenous tissues (that is, the ML and MES) and exogenous components from the stage-specific BOOST.1–4 treatments. Distinct endothelial subtypes (that is, VE and HE/AE) were observed in BG-HFOs (Figs. 2a, 3c and 4a); however, scRNA-seq analysis showed no clear separation of AE from HE, apparently due to the high degree of expression similarities. Nevertheless, immunofluorescence staining allowed for the identification of ALDH1A1^+^CD31^+^ and RUNX1^+^CD31^+^ HE in the outer layer, confirming the presence of a HE population located in this morphologically distinct area (Extended Data Fig. 6).

A cluster of HPCs characterized by co-expression of *CD44*, *SPN*, *PTPRC*, *RUNX1*, *MYB*, *GATA2* and *TAL1* (refs. ^36,42^) was detected. Moreover, CD45^+^CD31^+^ and CD43^+^CD31^+^ HPCs (and more mature derivatives of the CD45^+^, CD43^+^, CD14^+^ or CD4^+^ phenotype) were also observed prevalently in the outer layer (Fig. 2g–i and Extended Data Fig. 4c–f). Intermingling of haematopoietic cells with the endothelium in the outer layer may represent a functional equivalent of the native HE in the embryo giving rise to haematopoiesis. In our in vitro model the mesenchyme surrounding the endothelial/haematopoietic layer in the outer layer (Fig. 1j and Extended Data Fig. 3a,b) may provide instructive signals equivalent to the subaortic mesenchyme outside and within the AGM region in vivo^56^, thus promoting and specifying the spatially defined endothelial and haematopoietic development in BG-HFOs (Fig. 6f).

A cluster of early primitive progenitors (possibly progenitors of primitive haematopoiesis), megakaryocytes, erythroid derivatives, macrophages and monocytes were also detected.

Calvanese and colleagues recently mapped the transcriptome of HE and HSC development and maintenance in humans^42^. Notably, aspects of these expression patterns are reflected by the BG-HFO-derived HPC cluster. This includes, by degrees, expression of the proliferation-related genes *TOP2A* and *MKI67* as well as *GFI1*, *ITGA2B*, *SMIM24*, *STAT5A* and *KCNK17* (enriched in the overall HSC population in vivo), expression of *MLLT3* and *MECOM* (known to be involved in HSC self-renewal), and the potential human AGM-HSC markers *RAB27B* and *ALDH1A1*, which are expressed in HE and emerging HSCs in the AGM region of the embryo (Fig. 4a).

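*SMIM24* (ENSG00000095932, chromosome 19 from 3473986 to 3480525) was at 9.25 ± 1.22 CPM in HPC and 1.17 ± 0.374 CPM in AE (SD, n = 2 organoids), a log2 fold change of 3.12 (SE 0.35, adjusted p = 5.24e-07, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was higher in Mk, at 13.2 ± 3.04 CPM. *STAT5A* (ENSG00000126561, chromosome 17 from 42287547 to 42311943) was at 15.8 ± 0.217 CPM in HPC and 13.7 ± 0.876 CPM in AE. Its log2 fold change of 0.36 (SE 0.18) did not pass the threshold (adjusted p = 0.106, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed the threshold under 6 of 12 alternatives, with adjusted p from 0.000303 to 0.339. After thinning to 2000 UMIs, a *MECOM* UMI was found in 58 of 624 cells (9.29%, interval 7.13–11.8%) of the HPC class and 184 of 2786 cells (6.60%, interval 5.71–7.59%) of the Ery class, the background class fixed for endothelial genes. Without thinning the shares were 32.7% at a median of 15995 UMIs per cell and 20.3% at a median of 8204. CMs had 19.5% (41.0% without thinning), above the HPC class. In AE the thinned share was 72.2% and the unthinned 92.8%.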

On the other hand, important key markers recently discovered in HSCs (such as *HOXA9*, *SPINK2* and *HLF*) and HE (such as *IL33*) were not detectable in the HPC and AE of our in vitro model, indicating a lack of some aspects of bona fide HSC-competent HE and HSCs, at least at the BG-HFO stage analysed in this study^42^.

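*IL33* (ENSG00000137033, chromosome 9 from 6215786 to 6257983) had 16 and 8 UMIs in AE and 13 and 6 in HPC of organoids 32.7 and 33.10. With cells thinned to 2000 UMIs, an *IL33* UMI was found in 2 of 4096 cells (0.0488%, interval 0.00591–0.176%) of AE and 1 of 624 cells (0.160%, interval 0.00406–0.890%) of HPC. In CMs the share was 0.129% (0.0350–0.329%), so AE lay at or below it and the interval of HPC overlapped it. Unthinned shares were 0.286% in AE at a median of 10028 UMIs per cell, 1.18% in HPC at 15995 and 0.718% in CMs at 8508.5. *IL33* was highest in MES, at 23.7 ± 18.9 CPM (SD, n = 2 organoids). *HOXA9* had a UMI in 0 of 4096 thinned AE cells, which allows a share of up to 0.0732%, and in 0.0239% of AE cells without thinning. *SPINK2* was found in 0% of thinned AE cells and 0.0716% of unthinned ones.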

The presence of effective multipotent haematopoietic progenitors in our model was underlined by functional readouts: CFU assays revealed the formation of erythroid and myeloid colonies, where the majority of the erythro-myeloid potential was retained by the CD34^+^CD43^+^ HPC population.

Using ATO assays^57^, we demonstrated lymphoid potential by generation of CD34^−^CD45^+^CD5^+^CD7^+^ T cell progenitors by day 17 of differentiation (Fig. 6b) and a few CD3-expressing T cells by d44 of differentiation (Extended Data Fig. 9b); expression of *BCL11A* and *CD7* by some of the HPCs further emphasises the presence of cells with lymphoid potential (Extended Data Fig. 7g).

During embryonic development, as the three haematopoietic waves occur, the expression of the embryonic *HBZ* and *HBE1*, fetal *HBA2* and *HBG1*, and adult *HBA2* and *HBB* globin genes also switches^58,59^. Globin gene expression in erythroid derivatives of BG-HFOs showed the embryonic/fetal gene signature and, as expected, very low expression of the adult pattern (Extended Data Fig. 7d), which is activated only at later stages of fetus development. Thus, the BG-HFO signature seems consistent with the first weeks of native human haematopoiesis, where primitive and definitive waves overlap^59^.

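*HBB* (ENSG00000244734, chromosome 11 from 5225464 to 5229395) had 20 and 47 UMIs in the Ery class of organoids 32.7 and 33.10, a level of 1.54 ± 0.309 CPM (SD, n = 2 organoids). The embryonic *HBZ* had 653554 and 1036325 UMIs in the same cells. In Mk, *HBB* was at 3.31 ± 2.08 CPM from 23 and 169 UMIs. The log2 fold change of Ery over Mk, -0.84 (SE 0.49), did not pass the threshold (adjusted p = 0.173, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CMs had 0.112 ± 0.0773 CPM.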

In summary, the expression of embryonic globin genes and the high erythro-myeloid potential reflect the presence of primitive haematopoiesis in our model^9,10^; however, a considerable part of BG-HFO-derived erythroid cells express fetal globin genes, a feature of definitive (HSC-independent and -dependent) haematopoiesis. These findings hint towards the simultaneous presence of primitive and definitive haematopoiesis in our model, considering that primitive haematopoiesis is limited to the erythro-myeloid potential^9^, whereas lymphoid potential was also proven in BG-HFOs.

Definitive haematopoiesis was further corroborated by annotations to the ‘BlueprintEncodeData’ database, which indicates the presence of different types of progenitors, including common myeloid progenitors, common lymphoid progenitors, granulocyte–macrophage progenitors and megakaryocyte–erythroid progenitors, in BG-HFOs (Extended Data Fig. 7f). However, whether this represents transient or also HSC-dependent haematopoiesis needs future investigation^7,37–39^.

The most remarkable observations from CCC analysis showed the role of MES in supporting AE development, enhancing processes of cell migration, angiogenesis and blood vessel sprouting (Extended Data Fig. 8c), potentially corroborating the role of the subaortic mesenchyme in endothelial-blood development in vivo^56^. Moreover, CCC analysis suggested a contribution of the AE to heart development (Extended Data Fig. 8c), consistent with these tissues being anatomically and developmentally correlated in vivo^53,55^. Notably, in response to CM cluster signalling, positive regulation of aorta development and pulmonary valve morphogenesis was observed in the PE/ST cluster (Extended Data Fig. 8c), suggesting a putative role of PE/ST mesenchyme in the development of these neighbouring tissues.

The AE cluster also seems to regulate extracellular matrix organization, cell proliferation and migration in both the HPC and EPP clusters. However, AE-mediated regulation of processes such as EC migration and angiogenic sprouting was only observed in the EPP cluster, representing progenitors of the primitive haematopoiesis known to retain angiogenic potential^4,37,39^ (Extended Data Fig. 8d).

Different models recapitulating various aspects of haematopoietic development and related tissues have been recently published. Applying mouse ESCs, Rossi and colleagues published a gastruloid model recapitulating gastrulation and cardiogenesis^60^ and later showed the presence of haematopoietic derivatives putatively from primitive haematopoiesis given that lymphoid potential was not demonstrated^26^.

Chao and colleagues described cell–cell interactions and pathways involved between embryonic tissues from the three germ layers, extra-embryonic tissues and primitive haematopoietic derivatives in human embryonic organoids^27^. The human embryonic organoid system models early embryonic development at the stage of germ-layer specification, whereas aspects of more mature tissue formation such as cardiac or definitive haematopoiesis are lacking. Models recapitulating aspects of the bone-marrow niche, rather resembling the adult site of definitive haematopoiesis, have also been generated^61,62^. In comparison, we here provide a human in vitro model simultaneously recapitulating the co-development of heart and vascular anlagen together with key aspects of complex multiwave and multipotent haematopoiesis, recapitulating aspects of spatial self-organization known from native human development^3,6,10,11^.

Notably, our previous HFO model resembles an anterior region of the embryo (that is, heart and foregut). In comparison, BG-HFOs show an expanded PE/ST compartment in addition to the myocardial tissue and present elements resembling an AGM-like region but absence of foregut endoderm. Thus, our latter model represents a more postero-ventral area of embryo development as summarized in Extended Data Fig. 10. The axis shift is probably the result of the addition of growth factors, specifically BMP4 and bFGF, at early time points. The supplementation of BMP4 at d−2 and d0 activates the WNT pathway in a cascade^63,64^, resulting in mesodermal pre-priming, which is reinforced by CHIR supplementation on d0 and leads to endodermal loss. An organoid model recapitulating proepicardium and epicardium development was recently described (‘epicardioids’)^65^. The protocol is based on mid-anterior primitive streak, cardiac mesoderm and vascular induction achieved by early WNT pathway activation combined with BMP4 and bFGF at early time points. This work seems to corroborate our hypothesis that the combined pathway activation at early stages plays an instructive role in the pro-epicardial tissue expansion and postero-ventral phenotype in BG-HFOs (Extended Data Fig. 10).

Together, the generation of BG-HFOs demonstrates the plasticity of the HFO model and a valid strategy for recapitulating different, yet morphologically and physiologically well-defined embryonic anlagen by specific protocol modifications. BG-HFOs represent a potent tool to study the cellular and molecular properties as well as mechanisms of early haematopoiesis and cardiogenesis, which are inaccessible in the human embryo. Due to its multi-tissue composition, robustness and reproducibility, the model also provides an advanced screening platform for modelling diseases and investigating drugs, teratogens and toxins.

## Methods

Our research complies with all relevant ethical regulations. Experiments using hESCs lines were performed under allowance ‘108 Genehmigung nach dem Stammzellgesetz’ granted by the Robert Koch Institute.

### Cell culture, HFO and BG-HFO formation

Both hES3 NKX2.5–eGFP^66,67^ and HSC_ADCF_SeV-iPS2 (ref. ^33^) cells were cultured on irradiated embryonic mouse fibroblasts in an incubator at 37 °C and 5% CO_2_. At 80% colony confluence, the cells were passaged and either seeded onto fresh irradiated fibroblasts or, to start organoid differentiation, transferred to Geltrex-coated flasks in Essential 8 (E8) medium (DMEM/F12, HEPES with 64 mg I^−1^ ascorbic acid 2-phosphate, 100 μg l^−1^ bFGF, 20 mg l^−1^ insulin, 543 mg l^−1^ NaHCO_3_, 14 μg l^−1^ Na_2_SeO_3_, 10.7 mg l^−1^ transferrin and 2 μg l^−1^ TGFβ) supplemented with 10 μM Y-27632 (Tocris). The cells were passaged every 3–4 days and the medium was changed daily except the day immediately after the passaging. A previously published protocol^29^ was used to generate HFOs. To generate BG-HFOs, the HFO protocol was adapted by the addition of cytokines at specific time points; the detailed step-by-step protocol can be found at 10.17504/protocols.io.e6nvw1nkdlmk/v1. Briefly, were detached from Geltrex-coated flasks on d−4 cells using Accutase (Thermo Fisher Scientific) and seeded (5 × 10^3^ cells per well) in E8 medium supplemented with 10 μM Y-27632 in a U-shaped ultralow-attachment 96-well plate (Thermo Fisher Scientific and FaCellitate). The plate was centrifuged at 300*g* and 4 °C for 6 min and then placed in the incubator to let one aggregate per well form overnight. Each aggregate was embedded in a Matrigel droplet (Corning, catalogue number 354234) on d−2. Matrigel lot numbers 100007, 1335001, 1336002, 1013001, 1335001, 1336002, 2033002 and 2237001 were applied. After embedding, the plate was placed in an incubator at 37 °C for 50 min to let the Matrigel solidify. E8 medium supplemented with 10 ng ml^−1^ BMP4 (Peprotech) was then added on top of the Matrigel-embedded aggregates. On d0, the E8 medium was replaced with RPMI 1640 medium (Thermo Fisher Scientific) containing 2% B-27 supplement without insulin (RB−; Thermo Fisher Scientific) and supplemented with 7.5 μM CHIR (synthesised by the Institute for Organic Chemistry, Leibniz University Hannover), 10 ng ml^−1^ BMP4 and bFGF 5 ng ml^−1^ (Peprotech). After 24 h, on d1, the medium was exchanged with RB− supplemented with 50 ng ml^−1^ VEGF (Peprotech) and 10 ng ml^−1^ bFGF. On d3, RB− supplemented with 5 μM IWP2 (Tocris), 50 ng ml^−1^ VEGF, 10 ng ml^−1^ bFGF, 100 ng ml^−1^ SCF (Peprotech), 17 ng ml^−1^ EPO (Peprotech), 10 ng ml^−1^ IL-6 (Peprotech), 10 ng ml^−1^ IL-11 (Peprotech) and 25 ng ml^−1^ IGF-1 (Peprotech) was added. Following incubation for 48 h, on d5, the medium was exchanged with RB− medium supplemented with the same molecules in the d3 medium plus 30 ng ml^−1^ TPO (Peprotech), 10 ng ml^−1^ FLT3 (Peprotech), 30 ng ml^−1^ IL-3 (Peprotech), 10 ng ml^−1^ BMP4 and 20 ng ml^−1^ SHH (Peprotech). From d7 onwards, the BG-HFOs were cultivated in RPMI 1640 medium containing 2% B-27 supplement (RB +; Thermo Fisher Scientific) supplemented with the same cytokines added on d5. The cultivation medium was further supplemented with 1:100 penicillin–streptomycin (Sigma Aldrich). Differentiation was completed on d10; BG-HFOs were kept in culture for downstream analysis until d14. Images of whole HFOs and BG-HFOs were taken using an Axio Observer A1 (Zeiss) or Olympus CKX41 inverted microscope (Olympus); images were processed using the AxioVision Se64 Rel. 4.8 software.

### Whole-mount immunofluorescence staining

BG-HFOs were washed in 1×PBS without Mg^2+^ and Ca^2+^ (PBS w/o), fixed with 4% paraformaldehyde overnight at 4 °C, washed with Tris-buffered saline (TBS) and incubated overnight with blocking buffer (TBS containing 5% BSA and 0.25% Triton X-100) at 4 °C. Incubation with primary antibodies was performed in staining buffer (TBS containing 1% BSA) for four days at 4 °C; the antibody solution was renewed after two days. The following primary antibodies were used at the indicated dilutions: anti-CD31 (Agilent, JC70A; 1:20), anti-CD31 (Abcam, ab28364; 1:200), anti-cTnT (goat, Abcam, ab64623; 1:100), anti-cTnT (rabbit, Abcam, ab209813; 1:300), anti-cTnT (mouse, Thermo Fisher Scientific, MA5-12960; 1:100), anti-CD45 (Abcam, ab8216; 1:100), anti-NKX2.5 (Cell Signaling Technology, 8792; 1:800), anti-vimentin (Abcam, ab92547; 1:400), anti-ALHD1A1 (Santa Cruz Biotechnology, sc-374149; 1:1,000), anti-CD43 (Abcam, ab101533; 1:200) and anti-CD14 (Abcam, ab182032; 1:200). The BG-HFOs were then washed twice (1 h each wash) with TBS at 4 °C and incubated with secondary antibodies in staining buffer containing 0.57 μg ml^−1^ DAPI, to label the cells nuclei, for two days at 4 °C. The following secondary antibodies were used at the indicated dilutions: donkey anti-rabbit Alexa Fluor 647 (Jackson ImmunoResearch, 711-606-152; 1:500), donkey anti-rabbit Alexa Fluor 488 (Jackson ImmunoResearch, 711-545-152; 1:500), donkey anti-goat Alexa Fluor 488 (Jackson ImmunoResearch, 705-545-147; 1:500), donkey anti-mouse Cy3 (Jackson ImmunoResearch, 715-165-150; 1:200) and donkey anti-goat Alexa Fluor 647 (Jackson ImmunoResearch, 705-605-147; 1:200) conjugates. The BG-HFOs were washed three times (1 h each wash) with TBS at 4 °C. Images were taken on an Axio Observer A1 microscope (Zeiss). Images were processed utilizing the following programs: AxioVision Se64 Rel. 4.8 and/or ImageJ 1.52p; potential adjustments were applied to the entire image. For confocal microscopy, tissue clearing of BG-HFOs was performed. BG-HFOs were dehydrated though incubation (1 h for each dilution) in increasing stepwise dilutions of ethanol in water (25, 50 and 75%) at room temperature. Finally, the BG-HFOs were dehydrated with 99% ethanol overnight at room temperature. The following day the organoids were incubated in increasing concentrations (25, 50 and 75%) of a 1:1 solution of methyl salicylate and benzyl benzoate in ethanol (1 h per dilution), and finally overnight in 100% of the 1:1 methyl salicylate:benzyl benzoate at 4 °C. Imaging of cleared BG-HFOs was performed using a Zeiss 980 Airyscan confocal microscope, and the Zen 3.5 software for the acquisition and Zen 2.6 for the analysis.

### Cryosectioning and staining

The culture medium of BG-HFOs was supplemented with 0.5 mg ml^−1^ dextran (Sigma Aldrich) one day before cryoembedding. The BG-HFOs in U-bottomed 96-well plates were then washed with PBS w/o and overlaid with Tissue-Tek (Sakura Finetek). Using a small spatula, the organoids were transferred to a cryomold filled with Tissue-Tek, visible bubbles were removed with a 200 µl pipette and the sample was frozen in a Microm HM 560 cryotome (Thermo Fisher Scientific). The BG-HFOs were stored frozen at −80 °C until use. The organoids were sectioned (10 μm sections) using a Microm HM 560 cryotome, the sections were collected on glass slides, dried overnight at room temperature and stored at −80 °C until use. For immunofluorescence staining, the cryosections were fixed with 4% paraformaldehyde for 5 min at room temperature, followed by incubation with blocking buffer for 1 h at room temperature and incubation with primary antibodies diluted in staining buffer overnight at 4 °C. The following primary antibodies were used at the indicated dilutions: anti-CD31 (Agilent, JC70A; 1:20), anti-CD144 (Abcam, ab33168; 1:500), anti-cTnT (goat, Abcam, ab64623; 1:100), anti-cTnT (rabbit, Abcam, ab209813; 1:300), anti-CD43 (Abcam, ab101533; 1:200), anti-CD45 (Abcam, ab8216; 1:100) and anti-RUNX1 (Abcam, ab240639; 1:1,000). The following day, the cryosections were washed in 1×TBS and incubated with secondary antibodies diluted in staining buffer for 1 h at room temperature. The following secondary antibodies were used at the indicated dilutions: donkey anti-rabbit Alexa Fluor 488 (Jackson ImmunoResearch, 711-545-152; 1:500), donkey anti-goat Alexa Fluor 488 (Jackson ImmunoResearch, 705-545-147; 1:500) and donkey anti-mouse Cy3 (Jackson ImmunoResearch, 715-165-150; 1:200) conjugates. Next, the cryosections were stained with 1.7 μg ml^−1^ DAPI for 15 min at room temperature to label the nuclei, mounted with mounting medium (Dako), covered with a coverslip and kept at room temperature overnight before analysis. The stained sections were stored at 4 °C. Images were taken on an Axio Observer A1 (Zeiss) and processed using the AxioVision SE64 Rel. 4.8 and ImageJ 1.52p software.

### Flow cytometry on HFOs and BG-HFOs

HFOs and BG-HFOs were individually washed in PBS w/o, transferred to V-bottomed 96-well plates (Boettger), dissociated into single cells using a STEMdiff cardiomyocyte dissociation kit (Stemcell Technologies), applying 100 µl Cardiomyocyte Dissociation Medium for 12 min at 37 °C. Four or five dissociated organoids were pooled and redistributed again to four or five wells for analysis homogeneity, washed with 100 µl Flow Buffer (PBS w/o supplemented with 0.5% BSA), and fixed and stained using a Fix&Perm kit (Nordic MUbio). The following antibodies were used (all at 1:50; Miltenyi Biotec; catalogue numbers are indicated in parentheses): anti-human CD31–allophycocyanin (APC) (130-092-652), anti-human CD31–phycoerythrin (PE) (130-119-142), anti-human CTNT–APC (130-106-689), anti-human CD90–VioBlue (130-114-866), anti-human CD34–VioBlue (130-124-459), anti-human CD43–APC-Vio770 (130-114-596), anti-human CD45–PE-Vio770 (130-110-634), anti-human CD144–APC (130-125-985), anti-human CD73–APC (130-112-061) and anti-human CD4–PE-Vio670 (130-132-907) conjugates. Numerical source data used for the flow cytometry-based statistical analyses are reported in Supplementary Table 1(i),(iii),(v). The gating strategy was built on isotype controls and unstained controls. The following isotype controls (all at 1:50; Miltenyi Biotec; catalogue numbers are indicated in parentheses) were used: anti-human IgG1–PE (130-118-347), anti-human IgG1–VioBlue (130-113-442), anti-human IgG1–APC-Vio770 (130-113-435), anti-human IgG1–PE-Vio770 (130-113-440) and anti-human IgG1–APC (130-113-434). Cells were measured on a MACSQuant Analyzer 10 (Miltenyi Biotec) or CytoFLEX S (Beckmann Coulter) system; data were acquired using the MACSQuant Analyzer 10 software and analysed using the FlowJo v10 software.

### Cell sorting

BG-HFOs (40–80 organoids per sort) were individually washed in PBS w/o, transferred to a new V-bottomed 96-well plate (Thermo Fisher Scientific) and dissociated into single cells using the STEMdiff cardiomyocyte dissociation kit, with 100 µl Cardiomyocyte Dissociation Medium (Stemcell Technologies) for 12 min at 37 °C. Next, the BG-HFOs were pooled and washed with 3× the volume of RB+ medium. To sort cells positive for the marker CD34, single cells were labelled with a CD34 Microbead Kit UltraPure (Miltenyi Biotec, 130-100-453) and magnetically sorted through M columns (Miltenyi Biotec) with an OctoMACS separator (Miltenyi Biotec). The BG-HFO-derived CD34^+^ cells were washed and resuspended in RB+ medium, strained using a 70 µm cell strainer, counted, analysed by flow cytometry and immediately used for downstream analysis. To sort CD34^+^CD43^+^, CD34^−^CD43^+^ and CD34^+^CD43^−^ cells, single cells were labelled with anti-CD34-VioBlue (Miltenyi Biotec, 130-124-459; 1:50) and anti-CD43-APC-Vio770 (Miltenyi Biotec, 130-114-596; 1:50) for 10 min at 4 °C, washed with RB+ medium and FACS sorted using a BD FACSAria III Fusion cell sorter. After sorting, the cells were collected in RB+ medium.

### CFU assay and May–Grünwald–Giemsa staining

To test the erythro-myeloid potential of HPCs, BG-HFO-derived CD34^+^ (20 × 10^3^ or 40 × 10^3^), CD34^+^CD43^+^ (1 × 10^3^ or 4 × 10^3^), CD34^−^CD43^+^ (20 × 10^3^) or CD34^+^CD43^−^ cells (20 × 10^3^) were sorted from 40–80 dissociated and pooled BG-HFOs, as described above. RB+ medium was added to the cells to a total volume of 100 µl and the samples were vortexed for 5 s into 1.1 ml MethoCult (Stemcell Technologies) before seeding in SmartDish six-well culture plates (Stemcell Technologies). To allow constant humidification, 4 ml sterile water was placed in each gap of the six-well plate, and the plate was placed into a 245 mm Square Dish, Non-treated (Corning) dish containing four small 3.5 ×10 mm culture dishes filled with sterile water. The plates were incubated at 37 °C for 14 days, and the colonies were counted and morphologically characterized using an Axio Observer A7 (Zeiss). Colony counts are reported in Supplementary Table 1(ii). If needed, the plates were maintained in culture for up to one week in humidified conditions at 30 °C. When needed, the colonies were manually picked up using a 200 µl pipette and washed with PBS w/o. The cells then were collected on glass slides via Cytospin 2 (Shandon) centrifugation (55*g* for 9 min), dried overnight and stored at room temperature. The cells were stained for 5 min at room temperature with 1:1 May–Grünwald stain (Sigma Aldrich), washed in deionized water and then stained with 1:20 Giemsa staining for 20 min. After staining, the cells were washed with deionized water until the water was clean and dried at room temperature. Thereafter, the glass slides were mounted with Roti-histokitt (ROTH), covered with a coverslip and kept at room temperature overnight before analysis. A total of *n* = 3 biologically independent experiments were performed for each group of analysed cells (BG-HFO-derived CD34^+^, CD34^−^CD43^+^ and CD34^+^ CD43^−^ cells), excepting CD34^+^CD43^+^ cells, where *n* = 1. Morphological characterization and imaging of colonies and cells were performed using an Axio Observer A7 microscope (Zeiss) and processed using the AxioVision SE64 Rel. 4.8 or Zen 3.5 software.

### T cell progenitor differentiation and assessment via ATO assay and flow cytometry

MS5 murine stromal cells^68^ were transduced with the third-generation lentiviral vector encoding human Delta-like 4 (DLL4), wherein the hDLL4 was cloned in the pRRL.PPT.SFFV vector backbone combined with IRES-puromycin expression in the same construct. The transduced cells were selected with 5 µg ml^−1^ puromycin and characterized using anti-hDLL4-PE (BioLegend, 346505).

The MS5-hDLL4 cells were cultured in reconstituted MEM α medium (Thermo Fisher Scientific, 12000-014) supplemented with 10% FBS Brazil one (PAN-Biotech, P30-3309), 2 mM sodium pyruvate (PAN-Biotech, P04-43100), 2 mM l-glutamine (PAN-Biotech, P04-80050) and 1:100 penicillin–streptomycin (PAN-Biotech, P06-07100).

To initiate ATOs, 1 × 10^4^ CD34^+^ cells derived from the BG-HFOs were mixed with 0.15 × 10^6^ MS5-hDLL4 cells for each ATO. The resulting cell slurry was resuspended in RPMI 1640 medium (PAN-Biotech, P04-16500) supplemented with 4% B-27 supplement (Gibco, 17504-044) and 30 µM ascorbic acid (Sigma Aldrich, A8960-5G) plus 2.5 ng ml^−1^ human interleukin-7 (Peprotech, 200-07-100UG), 5 ng ml^−1^ human FMS-related tyrosine kinase ligand (Peprotech, 300-19-100UG) and 5 ng ml^−1^ human SCF (Peprotech, 300-07-100UG). The cells were centrifuged for 5 min at 4 °C in a swinging-bucket rotor, the supernatant was almost completely removed and the formed aggregate of cells was resuspended in a total volume of 5 µl of the remaining medium per number of desired ATOs. Using a P20 pipette, 5 µl of the cell mixture, corresponding to one ATO, was transferred to 0.4 µm cell culture inserts (Merck Millipore, PICMORG50), which was placed in six-well plates with 1 ml of the complete RPMI medium in each well^50^.

The plate was incubated and the medium was exchanged every 4–5 days. After 17–22 days, and up to 44 days, cells surrounding the ATOs were collected and the ATOs were mechanically pipetted and dissociated. The membrane inserts were washed with MACS buffer (0.5% BSA (PAN-Biotech, P06-139350) + 2 mM EDTA (Thermo Fisher Scientific, 15575-038) in PBS), the cells were strained through a 70 µm cell strainer to filter and exclude the stromal cells, and further washed and centrifuged at 300*g* for 5 min at 4 °C. The cells were resuspended in MACS buffer containing antibodies and FcR Block (Miltenyi Biotec, 130-059-901), and incubated at 4 °C for 20 min in the dark. Markers to detect presence of T cell progenitors were used^51^. The following antibodies were applied: anti-human CD33–brilliant violet (BV)421 (clone P67.6; BioLegend, 366622), anti-human CD14–BV421, (clone 63D3; BioLegend, 367144), anti-human CD235ab–Pacific blue (clone HIR2; BioLegend, 306612), anti-human CD34–Alexa Fluor 700, (clone 561; BioLegend, 343622), anti-human CD7–APC (clone CD7-6B7; BioLegend, 343108), anti-human CD1a–PE (clone HI149; BioLegend, 300106), anti-human CD127–PE-Cy7 (clone A019D5; BioLegend, 351320), anti-human CD5–PE-Dazzle 594 (clone UCHt2; BioLegend, 300634), anti-human CD3–peridinin-chlorophyll-protein (clone SK7; BioLegend, 344814) and anti-human CD45-BV650 (clone HI30; BD Biosciences, 563717). The gating strategy was based on peripheral blood mononucleated cells; *n* = 2 biologically independent experiments. Cells were measured using a CytoFLEX S system (Beckmann Coulter); data were acquired using a CytExpert 2.5 software and analysed using the FlowJo v10 software.

### Patch clamp analysis of BG-HFO-derived CMs

BG-HFOs were individually dissociated into single cells using the STEMdiff cardiomyocyte dissociation kit and seeded (at a density of 2 × 10^3^ cells per well in RB+ containing 10 µM Y-27632) onto Geltrex-coated glass coverslips in a 12-well plate. The action potentials of BG-HFO-derived CMs were recorded by patch clamp technique in the whole-cell current clamp mode at room temperature. Cells were analysed 2–4 days after seeding using standard Tyrode solution in the recording chamber containing 140 mM NaCl, 5.4 mM KCl, 1.8 mM CaCl_2_, 1 mM MgCl_2_, 10 mM HEPES and 10 mM glucose adjusted to pH 7.4 with NaOH. The intracellular solution contained 120 mM k-gluconate, 10 mM Na-gluconate, 1 mM MgCl_2_, 10 mM HEPES, 10 mM EGTA/KOH and 3 mM Mg-ATP, adjusted to pH 7.2 with KOH. Borosilicate glass (1.2 mm outer diameter × 0.94 mm inner diameter; Harvard Apparatus, GC120TF-10) was used to pull micropipettes with resistances from 1.7 to 4.0 MΩ using a Sutter puller (Model P-97, Sutter Instruments), which were subsequently polished using a microforge (MF-900, Narishige). KCl (3 M) agar bridges set up the connection between the pipette solution and the amplifier. The liquid junction potential (16.2 mV) was calculated using the JPCalc software (P. Barry, University of South Wales, Sydney, Australia) and corrected a priori. Recordings were filtered at 5 kHz and sampled at 100 kHz using an Axopatch 200B amplifier and the Axon Digidata 1550 (Molecular Devices). The Clampfit 11.2 (Molecular Devices), Prism 7 (GraphPad Software) and CorelDRAW X8 (CorelDRAW Graphics Suite) software were used for data analysis and presentation.

### Calcium imaging of BG-HFOs

Selected BG-HFOs were used for calcium imaging, utilizing a Rhod-4 calcium assay kit. The material was prepared according to the manufacturer’s instructions. BG-HFOs were incubated with Rhod-4 dye-loading solution for 1 h in an incubator. The Rhod-4 dye-loading solution was then removed and the BG-HFOs were kept in RB+ for another 1 h in the incubator. Beats per minute counts of the organoids were performed using an Axio Observer A1 microscope, which was also used to take videos of beating BG-HFOs. Numerical source data used for the beats per minute-based statistical analyses are reported in Supplementary Table 1(iv).

### scRNA-seq

Two BG-HFOs were used for the single-cell analysis. The selected samples were individually washed in PBS w/o and dissociated with 100 µl Cardiomyocyte Dissociation Medium for 12 min at 37 °C. The organoids were individually washed with 3× the volume of RB+ medium, and the cells were counted and resuspended ensuring that there were 2 × 10^4^ cells per 65 µl PBS w/o with 0,04% BSA and 10 μM Y-27632 for each sample.

#### Library generation

Library preparation for scRNA-seq analysis of the mRNA was performed according to the Chromium NextGEM Single Cell 3ʹ Reagent Kits v3.1 user guide (manual part number CG000204 Rev B; 10x Genomics). According to the protocol, a given excess of cells was loaded to the 10x controller to reach a target number of around 1 × 10^4^ cells per sample. Fragment-length distribution of the generated libraries was monitored using a Bioanalyzer high sensitivity DNA assay (Agilent Technologies, 5067-4626). Quantification of the libraries was performed using a Qubit dsDNA HS assay kit (Thermo Fisher Scientific, Q32854).

#### Sequencing run

Generated mRNA expression libraries were pooled and sequenced on an Illumina NovaSeq6000 sequencer using one S4 (300 cycles) Flowcell by Novogene. Sequencing was performed according to the following settings: 150 base pairs as sequence reads 1 and 2, 8 base pairs as index read 1 and no index read 2. Two sequencing runs were conducted to reach a final coverage of around 4 × 10^4^ mean reads per cell.

#### Raw data processing

The 10x Genomics CellRanger analysis pipeline set (v7.0.0) was used with default parameters. Briefly, binary base call files were demultiplexed into FASTQ files by cellranger mkfastq using the respective sample sheet with utilized 10x barcodes. The cellranger count pipeline was used to align read data to the reference genome provided by 10x Genomics (human reference dataset refdata-gex-GRCh38-2020-A), counting aligned reads per gene with intronic reads included in the count matrix, and calculating the clustering and summary statistics. Outputs from the cellranger count of all samples were aggregated, normalized to the same sequencing depth and then the feature-barcode matrices were recomputed by cellranger aggr.

#### Data processing and analysis

The unique molecular identifier count matrices were imported to RStudio (v2022.07.1 Build 554; R v4.2.1) for further data processing and analysis. The R package SoupX (v1.6.2) (https://github.com/constantAmateur/SoupX), with default settings, was used to profile and remove ambient mRNA contamination^69^. The cleaned count matrices were read into the scRNA-seq workflow (https://github.com/ktrns/scrnaseq), a Seurat-based workflow, constructed by the Dresden-concept Genome Center (DcGC; https://genomecenter.tu-dresden.de)^70^. Gene annotations were retrieved from Ensembl hsapiens_gene_ensembl dataset (v98) (https://www.ensembl.org). The created Seurat objects were quality controlled and filtered for cells with 50–11,000 genes per cell and <30% mitochondrial reads per cell and genes expressed in more than five cells. The samples were merged, normalized running standard logarithm normalization and the normalized gene counts were then centred and scaled including counts and the percentage of mitochondrial gene as additional covariates to regress out. To determine the structure of the dataset with principal component analysis, 3,000 variable genes were selected. Seurat (v4.2.0) functions and Leiden algorithm (v0.4.3) were applied subsequently to construct a *K*-nearest-neighbour graph based on Euclidean distance in principal component space, to refine edge weights based on Jaccard similarity and to partition the graph. Data were visualized using UMAP projections. Specific cell clusters were identified using 13 principal components and a resolution value of 0.8. Marker genes that are differentially expressed in one cluster compared with all other clusters were identified based on raw RNA data and the method ‘MAST’. We require marker genes to be expressed in at least 25% of cells in the respective cluster, with a minimum log_2_-transformed fold change of one and adjusted *P* value of at most 0.05. The S4 class object was convert it to a SingleCellExperiment class object for cell-type annotation utilizing the SingleR package (v1.10.0) and the reference ‘BlueprintEncodeData’ datasets obtained from the celldex package (v1.6.0) for SingleR^71,72^. For visualization, pivotally functions of the packages Seurat and ggplot2 (v3.3.6) were employed. UMAP projections were imported to Loupe Cell Browser 6.0 (10x Genomics) to view annotated clusters and feature expression.

#### Mapping and annotating query datasets

We projected BG-HFO data as references onto HFO query data^28^ to annotate the cells of the query datasets by cell-type label transfer as described in the Seurat vignette ‘Mapping and annotating query datasets’ (https://satijalab.org/seurat/articles/integration_mapping.html; Seurat v5.0.2). As the datasets contain shared and unique cell types, the prediction scores for all cells (representing the strength of the prediction) were assessed and a prediction score threshold of 0.98 was used to exclude unlikely cell-type annotations.

#### CCC analysis

LIANA (v0.1.13; R implementation) was used to infer ligand–receptor interactions using multiple CCC inference methods (cellphonedb, logfc, sca, natmi and connectome) and the consensus resource as described in the LIANA tutorial (https://saezlab.github.io/liana/articles/liana_tutorial.html). LIANA combines the results of the used methods and calculates an aggregate_rank alongside an aggregated magnitude and specificity of each interaction. Interactions were filtered by aggregate_rank (≤0.01) and the frequencies of the inferred interactions for each pair of potentially communicating cell types were visualized^47^. Numerical source data obtained from the CCC analyses are reported in Supplementary Table 2. Gene-set enrichment analysis for cell-type-specific ligands and receptors obtained via LIANA was performed using Enrichr^48,49^ and the Gene Ontology Biological Process 2023 database. The obtained *P* values were computed from a Fisher’s exact test, which is a proportion test that assumes a binomial distribution and independence for probability of any gene belonging to any set.

### Statistics and reproducibility

HFOs and BG-HFOs as well as Cond.1, Cond.2 and Cond.3 organoids were cultured independently and are therefore considered independent biological units. Organoids (HFOs, BG-HFOs, Cond.1, Cond.2 and Cond.3) that showed the layered pattern of myocardial layer, inner core and outer layer were considered successfully formed and randomly chosen for downstream analyses. No statistical methods were used to pre-determine sample sizes but sizes are similar to those reported in previous publications^28,29^. Investigators were not blinded to the conditions of the experiments for data collection and analysis. For all following experiments, only successfully formed hES3 NKX2.e–eGFP-derived BG-HFOs, HFOs, Cond.1, Cond.2 and Cond.3 organoids (whereby HFOs were used as the control condition) were used; these organoids showed similar results in all experiments. Specifically, immunofluorescence staining (whole mount and cryosections) were repeated with at least three BG-HFOs from three independent experiments. Flow cytometry analyses, from which the statistics were derived, were repeated with between 3 and 19 independent groups of four or five pooled organoids (HFOs, BG-HFOs, Cond.1, Cond.2 or Cond.3)—whereby each group was considered as an independent biological unit—from up to 14 independent experiments. The precise numbers of repeats (*n*) are indicated in the respective figure legends. The CFU assays were performed *n* = 3 times for BG-HFO-derived CD34^+^, CD34^+^CD43^−^ and CD34^−^CD43^+^ cells using pooled BG-HFOs from three independent experiments, and *n* = 1 times for CD34^+^CD43^+^ cells. The lymphoid potential assay was performed *n* = 2 times using pooled BG-HFOs from two independent experiments. BG-HFOs derived from the iPSC line HSC_ADCF_SeV-iPS2 were analysed as follows: whole-mount immunofluorescence staining was repeated with at least three BG-HFOs from three independent experiments and flow cytometry analyses, from which the statistics were derived, were repeated with 8–10 independent groups of four or five pooled BG-HFOs—whereby each group was considered as an independent biological unit—from five independent experiments. Statistical analyses were performed using GraphPad Prism 7 and 9.1.2. For each experiment, outliers were statistically excluded using the tool ‘ROUT (Q = 10%)’ in GraphPad Prism. Statistical analyses were performed applying a two-tailed unpaired Student’s *t*-test assuming unequal variances for the comparison of two groups; for more than two groups, a one-way ANOVA with Bonferroni’s multiple comparison test or Sidak’s multiple comparison test was applied. The data met the assumptions of the statistical tests used, given that, when possible, normality (Shapiro–Wilk, D’Agostino and Pearson omnibus and/or Kolmogorov–Smirnov normality tests) was formally tested. The numerical sources used for the statistical analyses are reported in Supplementary Table 1. The data are presented as the mean ± s.e.m.; statistical significance was assigned as NS, not significant (*P* > 0.05), *P ≤ 0.05, **P ≤ 0.01, ***P ≤ 0.001 and ****P ≤ 0.0001.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41556-024-01526-4.

## Supplementary information

Reporting Summary

Supplementary Video 1 Calcium imaging of a BG-HFO displaying synchronous contraction of the myocardial layer. The BG-HFO was stained with the calcium-sensitive dye Rhod-4 to enhance visualization of the contractions. Scale bar, 500 μm.

Supplementary Video 2 Calcium imaging of a BG-HFO displaying synchronous contraction of the myocardial layer. The BG-HFO was stained with the calcium-sensitive dye Rhod-4 to enhance visualization of the contractions. Scale bar, 500 μm.

Supplementary Video 3 Calcium imaging of a BG-HFO displaying circular beating of the myocardial layer. The BG-HFO was stained with the calcium-sensitive dye Rhod-4 to enhance visualization of the contractions. Scale bar, 500 μm

Supplementary Video 4 Fluorescence imaging of a BG-HFO displaying circular beating of the myocardial layer, observable via NKX2.5–eGFP transgene signal. Scale bar, 500 μm.

Supplementary Video 5 Calcium imaging of a BG-HFO displaying a wave-like contraction propagation from an initiation point. The BG-HFO was stained with the calcium-sensitive dye Rhod-4 to enhance visualization of the contractions. Scale bar, 500 μm.

Supplementary Video 6 Fluorescence imaging of a BG-HFO displaying a wave-like contraction propagation from an initiation point, observable via NKX2.5–eGFP transgene signal. Scale bar, 500 μm.

Supplementary Table 1 Workbook comprising all the numerical sources for the statistical analyses.

Supplementary Table 2 Dynamic Excel file including the numerical data obtained from the CCC analysis and used for the gene enrichment analysis.

## Data Availability

The gene expression datasets generated and analysed in the present study are available in the Gene Expression Omnibus repository (scRNA-seq raw data accession number GSE239748). Previously published gene expression datasets that were re-analysed here are available under the accession code GSE150202. All other data supporting the findings of this study are available within the article, its Supplementary Information and from the corresponding authors on reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

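Single-cell RNA sequencing of 2 BG-HFOs on day 14 was analysed, 1 library per organoid (32.7 and 33.10). The organoids are replicates of 1 condition, so comparisons were made between cell classes and not between treatments. The HFO data, flow cytometry, immunofluorescence, colony assays and T cell cultures were not analysed here.

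The authors made the deposited counts with Cell Ranger, which aligned the reads to the human genome GRCh38 with an Ensembl-based annotation, included intronic reads, collapsed reads into UMIs and called the barcodes that hold cells. The counts are whole numbers of UMIs per gene and barcode, separate for each library and without normalization, and each barcode had at least 500 UMIs. They precede the study's equalization of depth, its removal of free RNA with SoupX and its cell filter. Free RNA was therefore not removed and can add UMIs of abundant transcripts, such as globins, to cells that do not express them. How much it added was not measured. Organoid 32.7 had 191152562 UMIs in 16866 barcodes (500 to 126490 per barcode) and organoid 33.10 had 233818881 in 19948 barcodes (500 to 116604). Counts of genes with near-identical copies (*HBA1* and *HBA2*, *HBG1* and *HBG2*, *DEFA3*) are uncertain.

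From the counts, cells with 50 to 11000 genes and under 30% mitochondrial counts were kept (16792 and 19893 cells), as were genes found in more than 5 cells (29942 genes). Clustering was done in Python 3.11.15 with scanpy 1.11.5 and leidenalg 0.10.2 on log-normalized values of both organoids, with counts and mitochondrial percentage regressed out, 13 principal components, a graph of 20 neighbours with Jaccard weights and the Leiden algorithm at resolution 0.8, the settings the study gives except for the number of neighbours. Of 3000 variable genes 2948 were used, because the study's own genes were left out, and keeping them was an alternative. SingleR, MAST and LIANA, which the study used, were not used here.

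Clusters were named from lists of marker genes chosen without the study's genes. A marker counted as raised at a log2 ratio of at least 1 to the median cluster, with 5 CPM added to both, and a class needed 3 raised markers and a mean ratio of at least 1. Endothelial clusters were divided into AE, VE and others by the difference between the arterial and the venous mean. A cluster with markers of unrelated classes, or with a low median UMI count for its sample and no marker of its class among its 10 leading genes (by fold with 10 CPM added), stayed unnamed. The marker lists were chosen beforehand, but the scoring rule and its thresholds were written after 1 exploratory clustering. After the names had been seen under every setting, a second rule was written, since clusters that carry markers of 2 classes (ELC and EPP) changed between settings. The first rule was kept for all values, and the second was used only as an added alternative. The 3 clusters left unnamed for markers of unrelated classes held 6.90%, 0.858% and 0.339% of the cells of organoid 32.7 and 5.11%, 3.70% and 0.498% of those of organoid 33.10.

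Doublets were kept in the main values. For the alternative without them, Scrublet was run on each organoid from scanpy with an expected rate of 0.8% per 1000 barcodes, an assumed loading rate. Scrublet gave no threshold of its own for organoid 32.7, so it made no calls there in either direction. By a fallback set beforehand, top-scoring cells were removed there instead (2355 cells, 14.0%, against 13.5% expected). In organoid 33.10 its own threshold of 0.2145 marked 4265 cells (21.4%, against 16.0% expected). The organoids were thus treated by different rules.

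For tests, the UMIs of each class were summed per organoid, and classes with at least 20 cells in each organoid entered 1 fit with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (R 4.3.3, edgeR 4.0.16, TMM normalization, genes filtered by expression, 21924 genes tested). The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. The 6 comparisons were AE with VE, HPC with AE, Ery with Mk, ELC with CM, PE/ST with MES and EPP with AE. Since clusters were formed from the cells that were then compared, the p-values describe the spread between organoids. The test was checked on simulated counts with the means and library sizes of each comparison and 100 genes changed at each size. Of genes changed by a log2 fold change of 1, 84 were recovered for AE with VE, 78 for HPC with AE, 87 for Ery with Mk, 63 for ELC with CM, 81 for PE/ST with MES and 70 for EPP with AE, and of genes changed by 2 at least 96. Unchanged genes made up 6.12%, 4.37%, 7.46%, 4.22%, 8.16% and 4% of the calls in the same order, above the nominal 5% for 3 of the 6 comparisons. The changed genes were drawn only from genes above a set CPM, and far fewer were changed than were called in the data. Libraries were drawn independently, without the correlation between classes of the same organoid. These rates therefore do not cover genes with few UMIs.

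Genes named in the text were those the study names, a few of which are not reported here, the markers, the ligands and receptors of the pairs shown, and per comparison the 3 genes with the largest log2 fold change in each direction among genes past the 0.05 threshold, with the same sign in both organoids and at least 100 CPM in the higher class, without mitochondrial and ribosomal protein genes. The granule genes *CLC* and *EPX* were singled out after their values had been seen. Levels are CPM of summed counts. For shares of cells with a UMI, cells were thinned to 2000 UMIs, intervals are exact 95% binomial intervals, and a count of 0 was given the limit of 3 counts of the total. Gene positions come from a GENCODE annotation of GRCh38, matched by Ensembl identifier.

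Classes of 1 number in the fit come from the same organoid, so the organoid pairs them. Over 10641 genes, the deviations of the classes from their means correlated between classes of the same organoid with a median r of 0.380 (0.09 to 0.585 over 66 pairs of classes, 65 of them over 0.1). A fit with the organoid as a block was an alternative. The other alternatives were the study's genes kept in the clustering, Leiden resolutions 0.4 and 1.2, 30 principal components, no regression, a stricter cell filter (at least 500 genes and under 15% mitochondrial counts), predicted doublets removed, another random seed, each organoid left out in turn, DESeq2 1.42.0, RLE normalization, no filter on low counts, only the compared classes in the fit, removal of 10% of the ambient profile, and thinning to 1000 or 4000 UMIs or none. The ambient profile was taken as the pooled counts of all cells of an organoid. An assumed 10% of each class's UMIs was subtracted in proportion to that profile, down to 0 at most. It is no estimate of free RNA. Leaving out an organoid gives no test, since 1 library per class leaves no residual degrees of freedom, and class shares without an organoid keep the names from the joint clustering.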

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

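In this part, the test for free RNA and its limit to classes of at least 100 cells were chosen only after the result was seen, and so was the list of 12 granule genes.

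The study does not discuss the granule protein genes of white blood cells, and *EPX* and *CLC* drew attention because they were found in the HPC class above the limit that a count of 0 allows (0.481% of 624 cells thinned to 2000 UMIs). *EPX* had a UMI in 14.1% of these cells (interval 11.5–17.1%), 13.8% in organoid 32.7 and 15.0% in organoid 33.10, and in 20.6% without thinning. *CLC* had a UMI in 24.5% (interval 21.2–28.1%), 21.0% in organoid 32.7 and 34.1% in organoid 33.10, and in 25.7% without thinning. In CMs the shares were 0.225% for *EPX* and 0.546% for *CLC*, and the median depth was 15995 UMIs per cell in HPC and 8508.5 in CMs. The levels were 293 ± 7.71 CPM (SD, n = 2 organoids) for *EPX* and 4150 ± 2443 CPM for *CLC* in HPC, compared with 19.2 ± 11.2 and 292 ± 197 CPM in Mo/Mø.

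Free RNA from lysed cells would give *EPX* at a like share in all classes. The highest share in another class of at least 100 cells was 2.20% (interval 1.59–2.96%), in Mo/Mø, with 1.81% in organoid 32.7 and 3.23% in organoid 33.10, far below HPC in both organoids, which argues against free RNA as the source of *EPX* in HPC. Shares of *CLC* in Mo/Mø (7.80%) and PFE (6.39%) were below that of HPC too. Clustering on the granule genes themselves was tested by leaving 12 of them out of the variable genes. An HPC class still formed, with *EPX* at 287 CPM against 19.1 CPM in the next highest class, which argues against these 12 genes alone as the cause. Other genes far higher in HPC than in AE, such as *DEFA4* and *DEFA3*, were not left out. Whether clustering on such genes formed the class therefore stays open. After removal of predicted doublets *EPX* was found in 17.3% of HPC and 0.107% of Mo/Mø. *MPO* and *AZU1*, which are granule genes as well, are among the markers that named the HPC class, so the class was named in part by genes of this kind. Which cells of the class carry these transcripts was not examined, and with 1 condition and 1 time point no biological explanation was tested.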

How the results depend on the processing

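Of the tests in this part, the clustering without 12 granule genes and the second naming rule were chosen only after the results were seen.

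Among the 69 log2 fold changes of study genes, the alternatives left the direction and the side of the threshold as they were in 797 values, moved 31 past the threshold and 22 below it, and reversed 5. The classes AE, VE, CM, PE/ST, PFE, Mk, Ery and Mo/Mø formed under each of the 8 clustering alternatives. No ELC or MES class formed after removal of predicted doublets or without regression, no HPC class at resolution 0.4 or without regression, and no EPP class with the study's genes kept, at resolution 1.2 or with the stricter cell filter, so values of these classes are missing there. Of the main values (numbers of clusters, shares and numbers of genes), 197 stayed and 60 moved. A share was counted as moved beyond the spread of the organoids, and a number of clusters or genes beyond 1.5 times. Moved shares can therefore lie within 1.5 times, as for AE at resolution 1.2 (10.8% against 11.5%).

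At resolution 0.4, 17 clusters formed, and the shares were 10.5% for AE, 15.3% for AE plus VE and for all endothelial clusters, 10.3% for CM, 9.15% for MES and 19.7% unnamed. At resolution 1.2 they were 10.8% for AE, 16.0% for AE plus VE, 21.7% endothelial, 5.54% for Ery and 20.0% unnamed. The log2 fold changes of HPC over AE turned from negative to 0.90 for *TAL1*, 1.51 for *MYCN* and 1.98 for *KCNK17* at this resolution, and the cause was not tested.

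With 30 principal components the shares were 10.5% for AE, 5.42% for VE, 15.9% for both, 22.1% endothelial, 10.3% for CM, 0.839% for ELC, 9.87% for MES, 11.9% for PE/ST and 6.34% unnamed, and 4512 genes passed between PE/ST and MES. *TOP2A* and *MKI67* reversed to -3.72 and -4.24 between PE/ST and MES, because the proliferating cluster was named MES under this setting. Without regression the shares were 3.50% for VE, 14.4% for AE plus VE, 21.7% endothelial, 12.1% for CM, 22.0% for PE/ST, 10.3% for EPP and 6.67% unnamed, with 10142 genes between EPP and AE. With the stricter cell filter they were 16.1% for AE plus VE, 22.0% endothelial, 8.31% for CM, 7.57% for ELC, 8.86% for MES, 7.58% for PE/ST and 16.8% unnamed, with 6775 genes between ELC and CM. After removal of predicted doublets they were 12.2% for AE, 5.67% for VE, 17.9% for both, 24.9% endothelial, 16.7% for PE/ST, 6.91% for EPP and 13.9% unnamed, with 10609 genes between EPP and AE. With the study's genes kept they were 10.3% for CM, 1.17% for ELC and 17.4% unnamed. Another random seed gave 10.7% for AE, 15.5% for AE plus VE and for all endothelial clusters, and 20.0% unnamed. Leaving out the granule genes gave 10.7% for AE, 15.4% for AE plus VE, 22.3% endothelial, 8.71% for MES and 15.0% unnamed. For the shares and numbers of genes of this paragraph the cause was not tested, apart from the names. The clusters named ELC under the stricter filter and EPP without regression or without doublets were far larger than in the main values, and the second naming rule did not give them these names. It renamed 10 clusters over 6 settings and none with the main settings. Under it the share of ELC was 0% with the stricter filter, EPP was 1.55% without regression and 0% without doublets, PE/ST was 15.0% with the stricter filter and 25.7% without doublets, and Mk was 27.6% at resolution 0.4.

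Without 1 organoid the shares are those of the other organoid, and the range was 11.0% to 11.9% for AE, 16.3% to 16.7% for AE plus VE, 9.73% to 10.0% for CM and 0.865% to 0.899% for ELC. It was wide for Mk (16.7% without organoid 32.7 and 5.91% without organoid 33.10), Mo/Mø (3.09% and 9.83%), HPC (0.845% and 3.03%), EPP (2.13% and 0.703%) and PFE (0.171% and 2.70%). The number of clusters was 19 without organoid 32.7 and 23 without organoid 33.10, and no HPC class formed in either organoid alone.

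With the organoid as a replicate block, *MECOM* between AE and VE, *MYH6* and *ACTC1* between ELC and CM, *PRRX1* between PE/ST and MES and *GATA1* between Ery and Mk came to pass the threshold, and 5219 genes passed between PE/ST and MES. The block changed no other call among the named genes. With only these classes in the fit, 1921 genes passed between PE/ST and MES, and the cause was not tested. Removal of 10% of the ambient profile took 10 calls below the threshold, *NT5E*, *MYL3*, *NPPA*, *TNNC1*, *WT1*, *NFE2*, *HBA2*, *HBE1* and *GJA4* in both of its comparisons, and raised 1, *STAT5A*. The log2 fold changes of these 10 calls kept their direction and moved little. Those of *NFE2* and *GJA4* came out smaller and the others larger, so what changed was mainly the adjusted p. Between EPP and AE, 2900 genes were higher and 3710 lower in EPP, and the balance turned under 9 of 11 alternatives. The numbers were 3267 and 2790 with RLE normalization, 3304 and 2726 with DESeq2, 3747 and 1960 after removal of the ambient profile, 3389 and 2585 with another random seed, 3229 and 2318 with 30 principal components, 3211 and 2563 without the filter on low counts, 3070 and 2325 with only these classes in the fit, 5575 and 4567 without regression and 5949 and 4660 with predicted doublets removed. It did not turn at resolution 0.4 (2818 and 4162) or with the organoid as a block (3382 and 4766), and the cause was not tested.

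Depth limits the rare genes. The share of HPC cells with a *BCL11A* UMI was 3.81% at 1000 UMIs per cell and 11.0% at 4000. *HOXA9* in HPC, with no UMI found, is limited to 0.481% of cells with a UMI at 2000 UMIs and can be present below that. Of the shares with a UMI 36 stayed within their intervals and 30 moved, of the levels 1113 stayed within the spread and 349 moved, and of the ligand–receptor means 33 stayed and 6 moved.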

Differences from the paper's values

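In this part, only the clustering without 12 granule genes was chosen after the result was seen.

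The endothelial clusters, here AE and VE alone, held 16.5% ± 0.288 (SD, n = 2 organoids) of the 36685 cells. The paper's 25% of the cells it kept covers 3 endothelial clusters, and its share for AE and VE is 16%. A cluster of 7.77% and 4.16% of the cells of organoids 32.7 and 33.10, nearest to an endothelial class, stayed unnamed here. Of the alternatives set before the data were examined, the value was within 1.5 times the paper's at resolution 1.2 (21.7%), with 30 principal components (22.1%), without regression (21.7%), with the stricter cell filter (22.0%), with predicted doublets removed (24.9%) and without organoid 33.10 (16.7%). It was not with the study's genes kept (16.4%), at resolution 0.4 (15.3%), with another random seed (15.5%) or without organoid 32.7 (16.3%). Removal of predicted doublets is the setting that came nearest, and no ELC or MES class formed under it. Leaving out the granule genes, chosen after seeing the values, gave 22.3% and dropped 0 of the paper's classes.

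The HPC class held 1.93% ± 1.54 of the cells, and the paper's value is 4%. The difference was within 1.5 times only without organoid 33.10 (3.03%). It was beyond 1.5 times with the study's genes kept (1.68%), at resolution 1.2 (2.46%), with 30 principal components (1.97%), with the stricter cell filter (1.96%), with predicted doublets removed (1.66%), with another random seed (1.88%) and without organoid 32.7 (0.845%), and no HPC class formed at resolution 0.4 or without regression. The leading genes of the class, *CLC*, *MPO* and *PRG2*, are granulocyte genes, and progenitors were not told apart from maturing granulocytes in it. The filter as the paper states it left 16792 and 19893 cells of organoids 32.7 and 33.10, and the paper's number is 10000 cells for each sample. No alternative set before the data were examined was compared with that number. Cell classes were rebuilt here from marker genes, and the paper's tests of marker genes took cells as units whereas those here took organoids.

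Of the 5 genes by which the paper sets AE apart from VE, 4 were past the threshold. Of these, *GJA4* (adjusted p = 0.0227, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was not past it after 10% of the ambient profile was removed (0.411, and from 3.08e-05 to 0.411 over 14 alternatives by that test or DESeq2). *MECOM* had a log2 fold change of 0.51 and was not past it (adjusted p = 0.0666, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and passed at resolution 0.4, without the filter on low counts, with the organoid as a block and with only the compared classes in the fit. Of the 4 globin genes by which the paper tells Ery from Mk, 3 were past the threshold and higher in Ery. *HBG1* had a log2 fold change of 0.73 (adjusted p = 0.466, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and passed only with Ery and Mk alone in the fit.

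The paper lists 4 genes as missing from the HPC cluster. Of these, *HOXA9* had no UMI and the interval of *HLF* covered the share of the background class. *HLF* passed the threshold above AE with 30 principal components (log2 fold change 2.99, adjusted p = 0.00923) and under none of the other 9 alternatives (adjusted p from 0.00923 to 0.64, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment or DESeq2). *SPINK2* was found in 2.51% of the unthinned cells, from 25 and 4 UMIs in organoids 32.7 and 33.10, and was above AE under each of 12 alternatives. In PE/ST it was at 1.28 ± 0.115 CPM, compared with 1.82 ± 1.14 CPM in HPC, and in organoid 33.10 PE/ST was the higher (1.36 and 1.01 CPM). *MECOM* was at 48.9 ± 2.63 CPM in HPC, far below AE (977 ± 23.2 CPM), and the paper's results give it as missing from this cluster while its discussion gives it as expressed. Of the 7 factors of HSC/HPC development the paper names, 6 were higher in HPC than in AE, and *TAL1* passed the threshold above AE only at resolution 1.2. Of the 7 genes it names as enriched in HSCs, 5 were higher in HPC than in AE, and *MYCN* and *KCNK17* passed above AE only at resolution 1.2. These tallies rest on AE alone. Of the 5 genes, 4 were higher in another class than in HPC, *MLLT3* in CMs (174 CPM), *RAB27B* and *ITGA2B* in Mk (645 and 790 CPM) and *ALDH1A1* in PFE (60.3 CPM). Of the 6 factors, *RUNX1* was higher in Mk (596 CPM) and *PTPRC* in Mo/Mø (395 CPM).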

Other observations

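In this part, the test on the UMI total of the ELCs was chosen only after the result was seen, as were the band of 0.8 to 1.2 for its ratio, the comparison of the mixture test with other classes and the look at cluster 15.

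ELCs carry cardiac and endothelial genes together, and a technical explanation is that they are droplets with 1 CM and 1 endothelial cell. A mixture lies between its parents. Of the genes with at least 100 CPM, 0 were above 2 times the highest of CM, AE and VE in ELCs of both organoids, and the highest number in 100 sets of simulated CM and endothelial pairs was 0. In 7 other classes set against the same parents the numbers were 56 to 290, so the test could have come out the other way. The UMI total of 2 cells in 1 droplet should lie near the sum of the parents' medians, and the median of the ELCs was 1.02 times that sum in organoid 32.7 and 1.03 times in organoid 33.10. In organoid 33.10 Scrublet's own threshold marked 98.3% of them. In organoid 32.7 Scrublet gave no threshold. The 90.1% of ELCs among the top-scoring 14.0% taken there instead rest on the assumed loading rate and are not its calls. The absence of the class after doublet removal had been seen by then. The number of CM plus endothelial droplets that the loading rate gives came out against this explanation as the test was set: 75.8 and 100.5 such droplets were expected, 176.3 in both organoids, and 151 and 172 ELCs were found. That number rests on an assumed loading rate and counts only cells of named classes, so it does not settle the matter. Of 5 endocardial genes, 4 lay between CMs and AE in ELCs of both organoids. *NPR3* was at 93.6 and 83.3 CPM in ELCs of organoids 32.7 and 33.10, between 16.6 and 8.19 CPM in CMs and 212 and 212 CPM in AE, and *HAPLN1* at 847 and 806 CPM, between 107 and 149 CPM in CMs and 1643 and 1502 CPM in AE. *ADGRG6*, at 22.1 and 23.1 CPM in ELCs, was above both CMs (14.0 and 20.4 CPM) and AE (5.03 and 5.54 CPM) and below VE (62.9 and 73.2 CPM). As a hypothesis, a large part of the ELC class may be droplets of this kind. Endocardial-like cells with much RNA and genes at levels between both parents remain possible and were not tested, and the study's own ELC cells were not examined.

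EPP cells carry endothelial and blood genes, and droplets with 1 endothelial and 1 blood cell were tested in the same way. In EPP 0 genes were above 2 times the highest of AE, VE, Mk, Ery and HPC in both organoids, and the highest number in 100 simulated sets was 0, compared with 61 to 291 in 5 other classes. The median UMI count was 0.901 and 0.954 times the sum of the parents' medians in organoids 32.7 and 33.10, and Scrublet's own threshold marked 98.3% of the cells of organoid 33.10. In organoid 32.7 Scrublet gave no threshold, and 90.7% of the EPP cells were among the top-scoring 14.0% taken by the assumed rate. The number of endothelial plus Mk or Ery droplets that the loading rate gives was 384.5 in both organoids, 100.5 and 284 each, below the 118 and 423 EPP cells found, which went against the explanation with the same reservation as for the ELCs. As a hypothesis, much of this class may be such droplets. A transitional cell type with levels between endothelium and blood would also lie between the parents, and no biological explanation was tested.

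The organoids differed in composition beyond counting error. Organoid 33.10 had more Mk (16.7% of its cells against 5.91%), Ery (10.8% against 7.39%) and EPP (2.13% against 0.703%), and organoid 32.7 more Mo/Mø (9.83% against 3.09%), HPC (3.03% against 0.845%) and PFE (2.70% against 0.171%). PE/ST (15.4% against 13.9%) and MES (8.31% against 7.52%) were somewhat larger in organoid 32.7, with intervals that did not overlap. The intervals of AE, VE, CM and ELC overlapped. With 1 library per organoid, a difference between organoids and one between library preparations were not separated, and no explanation was tested.

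Several genes that the study gives for HPCs were higher in cluster 15, 1041 cells named Mk here, than in the HPC cluster. *TAL1* was at 108 and 105 CPM in cluster 15 of organoids 32.7 and 33.10, and at 12.1 and 13.9 CPM in the HPC cluster. *ITGA2B* was at 587 and 556 CPM, compared with 36.7 and 54.1 CPM, and *RUNX1* at 739 and 844 CPM, compared with 503 and 599 CPM. The cluster also had *MKI67* at 235 and 228 CPM and *TOP2A* at 326 and 339 CPM. *MYB* (44.2 and 69.6 CPM), *PTPRC* (27.1 and 35.8 CPM), *CD44* (24.2 and 15.8 CPM) and *SPN* (110 and 127 CPM, compared with 155 and 137 CPM) were lower there than in the HPC cluster. *GATA2* was at 64.1 and 52.6 CPM, compared with 30.8 and 52.8 CPM, higher in organoid 32.7 alone. *ITGA2B* is also a megakaryocyte gene, and whether the study's HPC cluster held such cells was not examined.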
